# DNA–Methylome Analysis of Mouse Intestinal Adenoma Identifies a Tumour-Specific Signature That Is Partly Conserved in Human Colon Cancer

**DOI:** 10.1371/journal.pgen.1003250

**Published:** 2013-02-07

**Authors:** Christina Grimm, Lukas Chavez, Mireia Vilardell, Alexandra L. Farrall, Sascha Tierling, Julia W. Böhm, Phillip Grote, Matthias Lienhard, Jörn Dietrich, Bernd Timmermann, Jörn Walter, Michal R. Schweiger, Hans Lehrach, Ralf Herwig, Bernhard G. Herrmann, Markus Morkel

## Abstract

Aberrant CpG methylation is a universal epigenetic trait of cancer cell genomes. However, human cancer samples or cell lines preclude the investigation of epigenetic changes occurring early during tumour development. Here, we have used MeDIP-seq to analyse the DNA methylome of APC^Min^ adenoma as a model for intestinal cancer initiation, and we present a list of more than 13,000 recurring differentially methylated regions (DMRs) characterizing intestinal adenoma of the mouse. We show that Polycomb Repressive Complex (PRC) targets are strongly enriched among hypermethylated DMRs, and several PRC2 components and DNA methyltransferases were up-regulated in adenoma. We further demonstrate by bisulfite pyrosequencing of purified cell populations that the DMR signature arises *de novo* in adenoma cells rather than by expansion of a pre-existing pattern in intestinal stem cells or undifferentiated crypt cells. We found that epigenetic silencing of tumour suppressors, which occurs frequently in colon cancer, was rare in adenoma. Quite strikingly, we identified a core set of DMRs, which is conserved between mouse adenoma and human colon cancer, thus possibly revealing a global panel of epigenetically modified genes for intestinal tumours. Our data allow a distinction between early conserved epigenetic alterations occurring in intestinal adenoma and late stochastic events promoting colon cancer progression, and may facilitate the selection of more specific clinical epigenetic biomarkers.

## Author Summary

The formation and progression of tumours to metastatic disease is driven by two major mechanisms, i.e. genetic alterations that activate oncogenes or inactivate tumour suppressor genes, and changes in the epigenome that cause variations in the expression of the genetic information. A deeper understanding of the interaction between the genetic and epigenetic mechanisms is critical for the selection of tumour biomarkers and for the future development of therapies. Human tumour specimens and cell lines contain a plethora of genetic and epigenetic changes, which complicate data analysis. In contrast, mouse tumour models such as the APC^Min^ mouse used in this study arise by a single initiating genetic mutation, yet share key traits with human cancer. Here we show that mouse adenomas acquire a multitude of epigenetic alterations, which are recurring in mouse adenoma and in human colon cancer, representing early and advanced tumours, respectively. The use of a mouse model thus allowed us to uncover a sequence of epigenetic changes occurring in tumours, which may facilitate the identification of novel clinical colon cancer biomarkers.

## Introduction

Epigenetic mechanisms play critical roles in controlling the cellular transcript repertoire and ultimately cellular phenotypes. The methylation of cytosine bases of CpG dinucleotides, as well as the covalent modification of histone proteins represent major target sites of the protein complexes involved in epigenetic control. Epigenetic histone and DNA codes are established and interpreted in a combinatorial fashion, and both interact in the short-term regulation of gene activity and in the establishment of long-term epigenetic memory, such as heterochromatin formation and gene silencing [1], [2]. The Polycomb Repressive Complexes (PRC1 and PRC2) and Trithorax Group Complexes (TrxG) are major histone modifying protein complexes setting repressive or activating marks, respectively, while CpG methylation patterns are set and propagated by DNA methlytransferases (DNMTs). A major role of the PRC2 complex in development is to tag gene regulatory sequences with a specific tri-methyl mark on lysine 27 of histone 3 (H3K27me3), resulting in short-term transcriptional repression [3]. Moreover, PRC2 complexes can also interact with DNMTs, and initiate long-term silencing of genes via de-novo CpG methylation [4]. By default, non-transformed cells are characterized by high genome-wide CpG methylation, with the exception of CpG islands (CGIs), which are mostly unmethylated [1], [2], [5].

Tumour cells contain aberrant epigenomes [4], [6]–[12]. Tumours are characterized by general genomic hypomethylation of CpGs, while CGIs are hypermethylated [13]. It has been found that histone modification patterns of tumour cells resemble those found in embryonic stem cells and likely guide CpG methylation [14]–[18]. This epigenetic pattern of tumour cells has been associated with uncontrolled PRC2 activity [6], [15], [19]–[21]. As a consequence of the deregulation of epigenetic control mechanisms, many types of cancer display epigenetic silencing of tumour suppressor genes, which interact with genetic mutations in establishing the tumour phenotype.

Intestinal tumours of humans and mice usually initiate via hyperactivation of Wnt/beta-catenin signalling, which is often caused by genetic loss of the tumour suppressor APC [22], [23]. Additional genetic and epigenetic alterations are involved in the gradual loss of tissue homeostasis during tumour progression, among them epigenetic silencing of the tumour suppressor *Cdkn2a* (coding for a cell cycle and apoptosis control gene), *Dkk1* and *Sfrp* family genes (coding for Wnt antagonists) or *Hic1* (coding for a developmental control gene) [24], [25]. How and when colon cancer-specific methylation patterns form is largely unknown. This is in contrast to genetic mutations, of which many have been linked to specific stages of tumour progression [22].

Here we have utilized the APC^Min^ mouse model to characterize early steps of epigenetic modifications in intestinal cancer. APC^Min^ mice form multiple intestinal adenomas following the somatic loss of functional APC, similar to the initiation of a large majority of sporadic human colon cancers and to familial colon cancer syndromes [22], [23]. We report a comprehensive catalogue of differentially methylated regions (DMRs), which form *de novo* and consistently in APC^Min^ adenoma. Hypermethylated DMRs were found prevalently at sites of PRC2 activity, but silencing of tumour suppressors was rarely observed in adenoma. The comparison to human colon cancer samples identified a core epigenetic map of intestinal cancer DMRs, which is conserved between mice and humans.

## Results

### MeDIP-seq analysis of APC^Min^ adenomas reveals a large number of DMRs

To investigate DNA methylation patterns that occur shortly after intestinal tumour initiation in the mouse, we compared normal and adenomatous tissues of wildtype C57BL/6J (B6) and isogenic APC^Min^ mice by immunoprecipitation of methylated DNA followed by massively parallel sequencing (MeDIP-seq) [6], [7], [26]. 

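MeDIP-seq was carried out on ileum of male mice aged 15 to 19 weeks: normal intestine of 3 B6 mice (B1 to B3), normal intestine of 3 APC Min mice (N4 to N6), and 5 adenomas (Ad4, Ad4-1, Ad5, Ad6 and Ad7). Animals 4, 5 and 6 each gave normal intestine and adenoma, with 2 adenomas from animal 4, while Ad7 had no matched normal sample. The libraries were prepared in 4 series, and series 4 alone held at least 2 samples of each tissue (B1, B2, N4, Ad4 and Ad4-1). Table S1 of the paper gives 13878615 to 21175049 uniquely aligned reads per adenoma and 18065841 to 26297510 per normal sample. The authors aligned the reads to the mm9 genome, extended each to a fragment of 300 nucleotides, averaged the coverage over windows, and divided it by the number of aligned reads. The deposited values used here are these depth-scaled values (rpm) at 2 decimals, for windows and merged regions that had already passed the authors' criteria. They did not cover the rest of the genome, so the results describe the listed regions and are not a new search for DMRs. At the lowest depth, a mean of 0.25 rpm corresponds to the bases of 5.78 fragments in a window of 500 bp, with a counting error of 41.6% (relative SD of that many independent fragments), and at the highest depth to 11.0 fragments and 30.2%. At 1 rpm the counting error lies between 15.1% and 20.8%. Log2 ratios were calculated here from group means after adding 0.05 rpm. Genes, transcripts and CpG islands were placed on the same genome build with the gencode vM1 annotation.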

Three intestinal samples of normal B6 mice, as well as three normal intestinal and five adenoma samples of B6-APC^Min^ mice were subjected to MeDIP-seq to generate a total of 5.6×10^8^ 36mer reads, which were mapped to the mouse genome [27] (approximately 2×10^7^ uniquely mapped reads per sample; see Figure 1a for summary of samples, and Table S1 for read generation and mapping statistics). To test for efficacy of the immunoprecipitation, we analysed a highly methylated and a CpG-free control region by quantitative PCR (*Xist*, Csa; [6]), and found a median enrichment of 72-fold (Figure S1). Pairwise Pearson's correlations revealed a high overall similarity between the MeDIP-seq samples (r = 0.88 to 0.93; Table S2).

**Figure 1:**
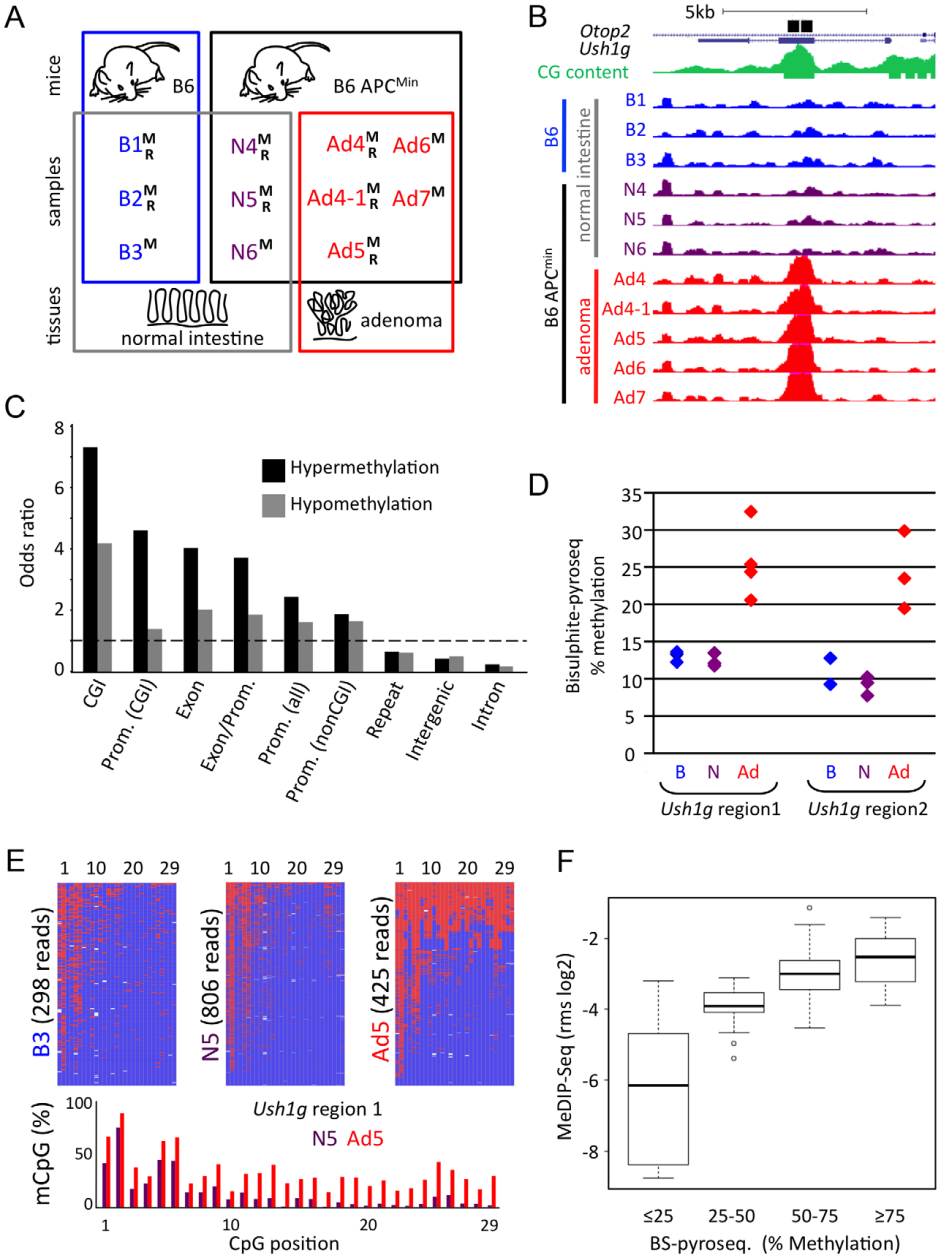
Generation and validation of genome-wide CpG methylation maps of APC^Min^ mouse normal and adenoma tissues. a) Summary of tissue samples used for genome-wide analyses. B6 wildtype (B) and isogenic B6-APC^Min^ (APC^Min^)mice were employed for MeDIP-seq (M) and RNA-seq (R) of normal intestinal tissue (B, N) and intestinal adenoma (Ad). b) Visualisation of the adenoma-hypermethylated DMR in *Ush1g*, using the UCSC browser. Maximal height for visualization was set to rpm = 2 for all MeDIP-seq tracks. Black bars, regions that were validated by SIRPH or bisulfite-pyrosequencing (see below, d, e); green, CpG density; blue, purple, red: MeDIP-seq tracks of B6 mouse normal intestine, APC^Min^ mouse normal intestine, and APC^Min^ adenoma, respectively. Mice/samples are numbered consecutively. c) Distribution of DMRs in different subgenomic compartments. Odds ratios (i.e. fraction of experimentally observed DMRs divided by relative size of subgenomic compartment) of hyper- and hypomethylation within CpG islands (CGI), promoters that contain or do not contain CGIs, promoter-to-exon junctions, exons, introns, intergenic and repeat regions are given. Dashed line demarcates over- versus underrepresentation. d)–f) Validation of genome-wide MeDIP-seq data, using bisulfite pyrosequencing methodology d) Validation of DMR within *Ush1g* by bisulfite pyrosequencing using two samples that were subjected to MeDIP-seq and nine additional samples. Percent Methylation of all CpGs across the complete regions is given, colour code as in b). e) High-resolution graphical reconstruction of bisulfite pyrosequencing results for *Ush1g* DMR region 1, samples B3, N5, Ad5. Red: Methylated; blue: Unmethylated CpG f) Comparison of MeDIP-seq and bisulfite pyrosequencing data, as shown in Table S4c. y-axis represents MeDIP-seq derived and MEDIPS normalized rms-values (log2 scale) for cross-validated genomic regions from three samples (one sample each B6, APC^Min^ normal, APC^Min^ adenoma). Box plots depict MeDIP rms values for different methylation classes, as defined by bisulfite pyrosequencing. It is of note that MeDIP-seq procedures cannot detect DMRs with constant reliability over the complete genome, and may under-represent repetitive regions and regions with low CpG density.

To identify focal methylation differences between normal tissue and adenoma, we calculated read density in overlapping 500 bp windows over the complete genome, and compared the six normal with the five adenoma samples (Wilcoxon P<0.01, mean signal in at least one group >0.25 mapped reads per million, ratio between normal and adenoma >1.33). 

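The authors' lists held 6123 windows with higher and 11567 windows with lower signal in adenoma, and the criteria were applied to them again from the deposited rpm values. With a two-sided exact rank sum test and mid-ranks for values tied by rounding, 5198 of the windows with higher signal (84.9%) and 10415 of those with lower signal (90.0%) passed every criterion. When ties were resolved towards the listed direction, a setting chosen after the values had been seen, 6104 and 11552 windows passed. All adenomas lay above all normal samples in 2669 windows (43.6%) and below all of them in 5973 windows (51.6%). Values tied by rounding counted as not separated, which lowers these shares. The p-value deposited from the authors' Wilcoxon test was 0.0043, that of complete separation, in 51.9% and 58.1% of windows. Among the orderings of 11 samples that pass the rank criterion, 50% separate the groups completely, and 0.866% of the 462 orderings pass by chance. The median ratio of the higher to the lower group mean was 1.57 for windows with higher signal and 1.70 for those with lower signal. Requiring a ratio above 2 moved the counts most, to 569 and 2362 windows. Leaving out each sample in turn left 2941 to 3324 windows with higher signal and 6452 to 7262 with lower signal. Within library series 4, whose 2 adenomas and 3 normal samples cannot go below an exact p of 0.2, direction and ratio were met in 4848 and 9981 windows, against 6104 and 11552 in all samples. The other series held at most 1 adenoma each and gave no such value. limma on log2 values of all 11 samples called 5354 and 10827 windows. With the animal as a replicate block, over the 7 samples of the 3 animals that gave both tissues, limma called 2434 and 5659 windows, and without the block the same samples gave 2710 and 6274.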

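*Ush1g* (ENSMUSG00000045288) lies on the minus strand of chromosome 11 of mm9, from 115176506 to 115183355, inside the longer gene *Otop2*. Its DMR extends from 115179251 to 115180750, covers coding exon and intron of *Ush1g*, and holds 80 CpG sites in a CpG island. The signal was 1.53 ± 0.318 rpm in adenoma (SD, n = 5) and 0.287 ± 0.0350 rpm in normal intestine (SD, n = 6), a log2 ratio of 2.23. The adenomas lay between 1.18 and 1.99 rpm and the normal samples between 0.25 and 0.34 rpm. The DMR had been listed by a rank test on the same samples, so no test was made here. With each sample left out in turn, the log2 ratio stayed between 2.12 and 2.30, and adding 0.5 rpm in place of 0.05 rpm moved it most, to 1.36.

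**Figure D1:**
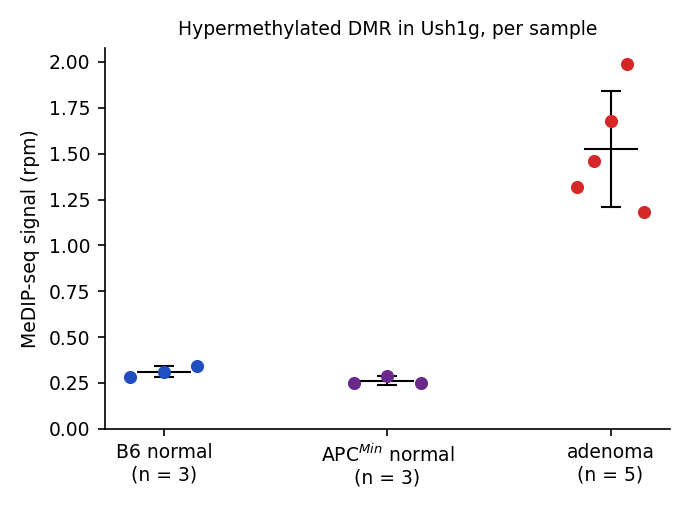
MeDIP-seq signal in rpm (y axis) at the DMR in *Ush1g* for normal intestine of B6 and APC Min mice and for adenoma. Points are samples, and black lines give the group mean and SD. The 5 adenomas lie between 1.18 and 1.99 rpm, above every normal sample.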

We identified 13,980 DMRs, of which 5,135 (37%) were hypermethylated and 8,845 (63%) hypomethylated in adenoma (see Figure 1b for a characteristic hypermethylated DMR within *Ush1g*; Table 1 for DMR summaries; Table S3 for a full list of DMRs).

**Table 1:** Numbers of DMRs identified by MeDIP-seq, and assignment to subgenomic regions.

DMR	total	CGI	Pro	CGI-Pro	Exon	Exon-Pro	Intron	Inter-genic	Repeat	Vert. Cons.
**Hyper**	5135	542	582	65	1113	293	2865	2060	3517	2120
**Hypo**	8845	611	723	105	1141	317	4792	3875	3875	3465
**Total**	13980	1153	1305	170	2254	610	7657	5935	7392	5585

In total 6123 500 bp-windows met criteria for hypermethylation in adenoma and resulted in 5135 merged hypermethylated DMRs; 11567 500 bp-windows were identified as hypomethylated in adenoma and resulted in 8845 merged hypomethylated DMRs; on average, hypomethylated DMRs were larger compared to hypermethylated regions.

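Merging overlapping windows of the same direction gave 5136 hypermethylated and 8846 hypomethylated regions, of which 5135 and 8845 were the deposited DMRs. Each direction had 1 window on chromosome Y without a merged entry, from 1484501 to 1485000 for hypermethylation and from 386001 to 386500 for hypomethylation. Joining windows that touched without overlapping gave 5116 and 8790 regions. A length of 500 bp, which is 1 window, was found for 83.1% of hypermethylated and 74.0% of hypomethylated DMRs. The mean length was 548 ± 115 bp (SD, n = 5135) for hypermethylated and 577 ± 142 bp (SD, n = 8845) for hypomethylated DMRs, and the longest measured 1500 and 1750 bp. The difference of 28.9 bp had a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. Averaged over the hypermethylated DMRs, the signal was 0.482 ± 0.0107 rpm in adenoma (SD, n = 5) and 0.309 ± 0.0152 rpm in normal intestine (SD, n = 6). Over the hypomethylated DMRs it was 0.286 ± 0.0119 rpm in adenoma and 0.474 ± 0.0113 rpm in normal intestine. The regions had been selected for these differences, so no test was made on the means.

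**Figure D2:**
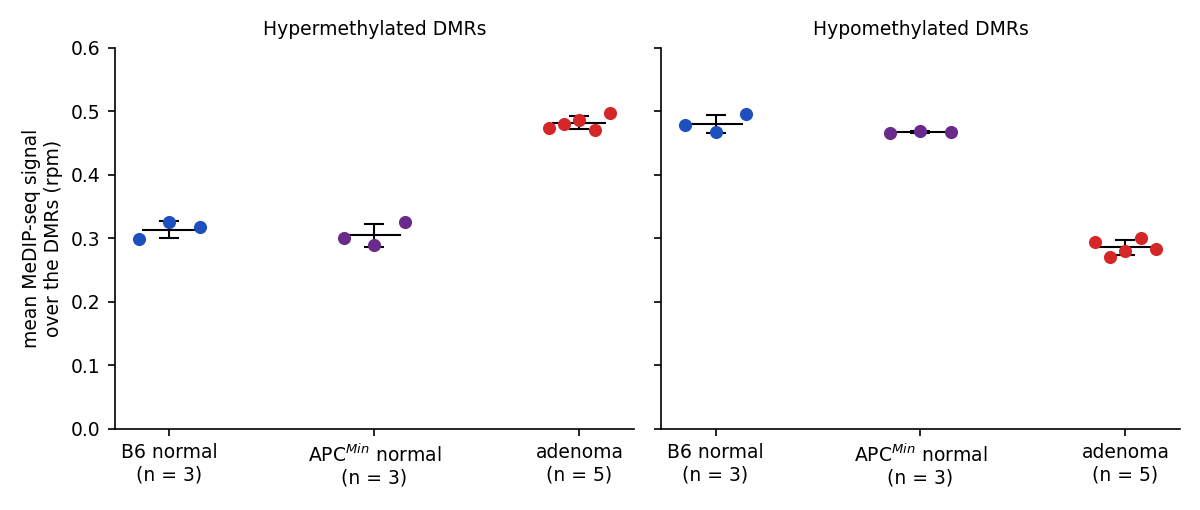
Mean MeDIP-seq signal in rpm (y axis) over all hypermethylated DMRs (left) and all hypomethylated DMRs (right). Points are samples of B6 normal intestine (n = 3), APC Min normal intestine (n = 3) and adenoma (n = 5), and black lines give the group mean and SD. Both normal groups lie on the same side of the adenomas.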

CGI, CpG island; Pro, Promoter (−1 kb to +0.5 kb of the TSS); CGI-Pro, Promoter containing CpG island, Exon-Pro, Promoter-to-exon junction; Vert. Cons., conserved vertebrate elements. Repeats were identified using the Repeat Masker table and conserved elements using the conserved Vertebrate phastconsElements30way table provided by UCSC [60].

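Compartments were assigned here from the gencode vM1 annotation of mm9, with any overlap counted. Promoters ran from 1000 bp upstream to 500 bp downstream of each transcription start site. CpG islands were called from the sequence as stretches of at least 300 bp with a GC content of at least 50% and an observed to expected CpG ratio of at least 0.6. A DMR could fall into several compartments. The windows of the genome held a median of 3 CpG sites (n = 10232838), and both the hypermethylated and the hypomethylated windows held a median of 8. Each compartment was therefore compared with all windows of the genome and also with genome windows that had the same number of CpG sites. The latter comparison drew 10000 random sets of windows and took windows as independent, although neighbouring windows overlap. Both comparisons were added after the files had been seen.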

Using odds ratio calculation, we found that methylation changes were unevenly distributed over the genome. Both hyper- and hypomethylated DMRs were found highly enriched in CpG islands, promoter and exon regions. In contrast, lower frequencies of DMRs were observed in repetitive, intergenic and intronic regions (Figure 1c). In particular, we did not observe general hypomethylation in Line-1 and IAP-repeats, which is in contrast to advanced human colon carcinomas that frequently show defects in the maintenance of repeat methylation [11], [28], [29] (Table S4a). It is however of note that the highest absolute numbers of DMR windows were detected in repetitive, intergenic and intronic regions, which make up the largest fraction of the genome (Table 1, Figure S2). 

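Among the merged DMRs, 717 hypermethylated (14.0%) and 814 hypomethylated regions (9.20%) overlapped a CpG island, an odds ratio of 1.60 for hyper- against hypomethylation (two-sided Fisher's exact test, p = 1.1e-17). Promoters held 496 hypermethylated (9.66%) and 531 hypomethylated DMRs (6.00%), an odds ratio of 1.67 (exact p = 3.6e-15). Exons held 1147 hypermethylated (22.3%) and 1187 hypomethylated DMRs (13.4%), an odds ratio of 1.86 (exact p = 4.1e-41). The p-values passed adjustment over the 8 compartments compared. Raising the minimum length of an island to 500 bp and its other limits, a setting chosen after the files had been seen, moved the odds ratio for CpG islands most, to 6.06, with 301 hypermethylated and 90 hypomethylated DMRs. Promoters with a CpG island held 194 hypermethylated and 109 hypomethylated DMRs, an odds ratio of 3.15. Against all windows of the genome, hypermethylated windows were enriched 4.54-fold in CpG islands, 2.46-fold in promoters and 3.12-fold in exons. The same ratios for hypomethylated windows were 2.88, 1.44 and 1.79. In islands of at least 500 bp the ratio was 5.73 for hypermethylated and 0.808 for hypomethylated windows, so the latter were depleted. By another measure, the share of merged DMRs over that of genome bases, the values there were 6.49 and 1.13. The depletion thus depends on the measure. Against genome windows with the same number of CpG sites, the ratios for hypermethylated windows were 1.00 in CpG islands (two-sided p = 0.9 from the random sets, as in a permutation test), 1.05 in promoters (p = 0.2) and 1.39 in exons (p = 0.0002, the smallest that the random sets can give). Those for hypomethylated windows fell below 1, to 0.869 in CpG islands, 0.796 in promoters and 0.846 in exons, each with the same smallest p.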

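Intergenic sequence made up 57.8% of the genome and held 39.1% of hypermethylated and 43.1% of hypomethylated DMRs, an odds ratio of 0.849 for hyper- against hypomethylation (Fisher's exact test, p = 4.4e-06). Windows of both directions were less frequent there than over the genome, with ratios of 0.651 for hypermethylation and 0.726 for hypomethylation. At an equal number of CpG sites the ratios were 0.798 and 0.893. Introns made up 37.7% of the genome and held 55.5% and 54.7% of DMRs, an odds ratio of 1.03 (exact p = 0.37). With DMRs that separated the groups completely, the intron odds ratio was 1.11 (exact p = 0.045). In introns the ratio of DMR windows to genome windows was 1.40 for either direction. Counting only windows matched for CpG sites, it was 1.17 for hypermethylation and 1.14 for hypomethylation. Repeats were not analysed here.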

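Of the 500 bp windows, 3387 hypermethylated (55.3%) and 6367 hypomethylated ones (55.0%) overlapped an intron, and 2324 (38.0%) and 4895 (42.3%) lay in intergenic sequence. Exons were reached by 1420 (23.2%) and 1537 windows (13.3%), promoters by 626 (10.2%) and 693 (5.99%), and CpG islands by 977 (16.0%) and 1169 (10.1%).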

Methylation patterns present at DMRs clearly separated normal intestine from adenoma in hierarchical cluster analyses (Figure S3)

We used two bisulfite-based approaches to validate our genome-wide MeDIP data. Methylation-specific single-nucleotide primer extension followed by HPLC separation (SIRPH, [30]) on seven samples previously used in MeDIP-seq confirmed 24 of 24 tested DMRs, and was consistent with MeDIP-seq data (Median Pearson correlation of r = 0.86; Table S4b). 

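SIRPH measures the methylation of a single cytosine after bisulfite treatment, and its 7 samples Ad5, Ad6, N5, N6, B1, B2 and B3 all had MeDIP-seq values. Each of the 24 regions that Table S4b lists as changed overlapped at least 1 deposited window of the listed direction, 15 of them hypermethylated and 9 hypomethylated. The window with the longest overlap was used, which gave 22 different windows. At 20 of the regions, in 18 different windows, both adenomas lay on the called side of all 5 normal samples in MeDIP-seq, an order that chance gives in 4.76% of windows. The windows had been selected with these samples among others. The exceptions were both regions of *Gata4*, the region listed as *Irx2*; D4300, and *Ttc7b*. At region 2 of *Gata4* the means were 1.88 rpm in the 2 adenomas and 0.146 rpm in the 5 normal samples, a log2 ratio of 3.30. At *Ttc7b* they were 0.355 and 0.642 rpm, a log2 ratio of -0.77. Log2 ratios over the regions ranged from -1.74 at *Dusp6* to 3.30 at *Gata4*. No window was listed at *Fer1l4*, the region that Table S4b lists without a change.

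**Figure D3:**
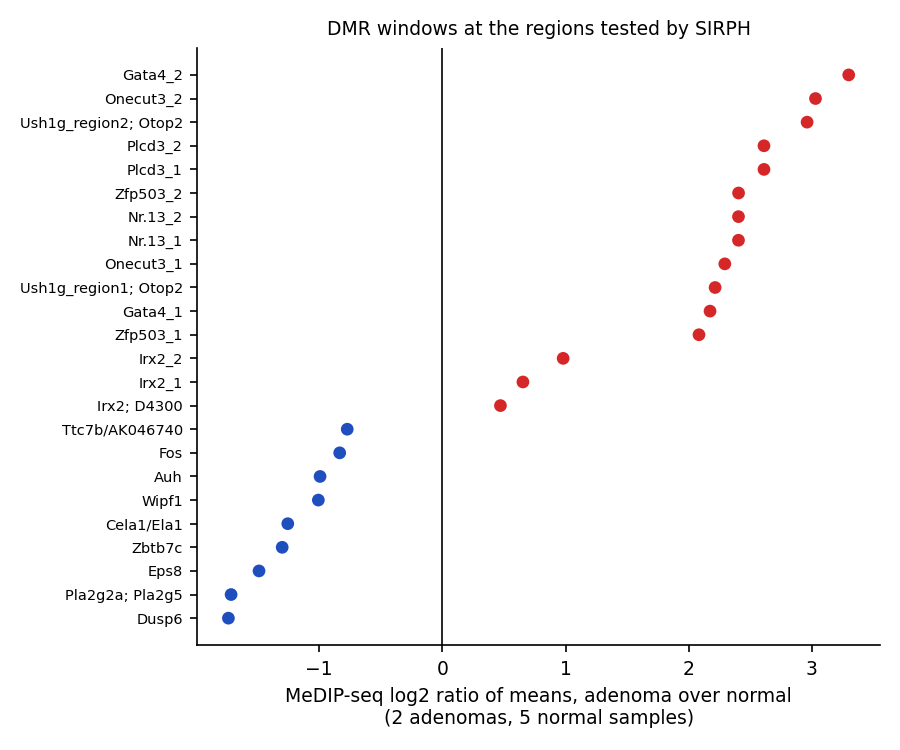
Log2 ratio of mean MeDIP-seq signal (x axis) of the 2 adenomas over the 5 normal samples that were also measured by SIRPH, at the window with the longest overlap with each region (y axis). Red points are hypermethylated and blue points hypomethylated windows. The ratios range from -1.74 at *Dusp6* to 3.30 at *Gata4*.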

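In B3, N5 and Ad5, MeDIP-seq windows of the listed direction overlapped all 21 regions that Table S4c calls changed, 5 of them hypermethylated and 16 hypomethylated. At 15 regions all 3 samples had a bisulfite value, and at 6 regions 2 samples had one. In the MeDIP-seq signal of those samples, adenoma lay on the called side of every normal sample at all 21 regions. In unselected windows chance gives this order in 33.3% of cases for 3 samples and in 50% for 2. These windows had been listed with the same samples among others, which largely fixes the order in advance. For this reason, and with so few samples, no test was made. None of the 5 regions without a call overlapped a listed window. Within the DMR of *Ush1g*, region 1 extends from 115180076 to 115180465 on chromosome 11 and region 2 from 115179622 to 115179995. They hold 30 and 28 CpG sites, and region 1 begins with the reference sequence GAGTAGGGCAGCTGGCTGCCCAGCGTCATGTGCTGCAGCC. At region 1 the signal was 1.97 rpm in Ad5 and 0.42 rpm in the normal sample with a bisulfite value, a log2 ratio of 2.10. At *Pla2g10* it was 0.1 rpm in Ad5 and 0.64 rpm in the normal samples, a log2 ratio of -2.20.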

Massively parallel bisulfite pyrosequencing provided high-resolution profiles of individual regions and validated 21 of 21 DMRs on three samples used in the genome-wide study (Pearson correlations of the log2 ratios r = 0.8 to 0.9; Figure 1d–1f, Table S4c, Figure 1d, 1e). Additional bisulfite analysis of nine independent samples that were not used for MeDIP-seq analysis confirmed 18 of the 21 DMRs (Table S4a, cut-off P<0.05; FC>1.33), while three regions displayed variations between individual mice.

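Input DNA, sequenced without immunoprecipitation, was deposited for B3, N4 and Ad7 as rpm over the same regions. Table S1 gives 3228908, 5165769 and 5931425 uniquely aligned reads for these libraries, fewer than for any MeDIP library. The mean input signal over the hypermethylated DMRs was 0.181 rpm in B3, 0.142 rpm in N4 and 0.137 rpm in Ad7. The input of Ad7 over that of N4 was 0.968 at hypermethylated and 0.962 at hypomethylated DMRs. The MeDIP-seq ratio of adenoma over normal intestine at the same regions was 1.56 and 0.604. Against B3 the input ratio of Ad7 was 0.761 and 0.840, and that of N4, a normal sample, was 0.786 and 0.873. Over the DMRs of each of the 19 autosomes, the input of Ad7 over N4 ranged from 0.899 on chromosome 15 to 1.04 on chromosome 12. On chromosome X, with 75 DMRs, it was 0.637, while Ad7 over B3 was 0.796 and N4 over B3 was 1.25. Each group had at most 2 input libraries, so no test was made, and the other 4 adenomas had no input library. Copy number outside the DMRs was not analysed here.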

We were able to exclude gross copy number changes, which might have occurred in adenoma, by low-coverage genomic DNA sequencing of two normal intestinal samples and one adenoma (Table S1). Overall, these multiple tests validate our genome-wide DMR maps for intestinal adenoma.

### DNA hypermethylation in adenomas prevails at Polycomb target genes

It is well established that DNA methylation of gene control regions is accompanied by histone modification. Since we found an enrichment of DMRs in promoters and gene bodies, we examined if adenoma methylation patterns correlated with known Polycomb Repressive Complex (PRC), Trithorax Group (TrxG/MLL) or TET1 binding sites [31]–[34]. 

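Gene sets were taken from Table S6 and compared with the merged DMRs that overlapped the promoter at the 5' end of a gene, 265 hypermethylated and 278 hypomethylated regions. Promoters of all transcripts, as counted for the compartments, held 496 and 531. Gene-level counts were not used here, and Fisher's exact test (two-sided) on DMRs stands in place of an analysis over all ranked genes. The set of PRC1 and PRC2 targets in mouse embryonic stem cells, with 474 annotated genes, held 6 hypermethylated DMRs (2.26%) and 3 hypomethylated DMRs (1.08%). The odds ratio was 2.12 (exact p = 0.33, adjusted p = 0.47 over 6 sets). Counting DMRs anywhere in the gene gave 140 hypermethylated and 161 hypomethylated DMRs, an odds ratio of 1.42 (exact p = 0.0037). With the promoters of all transcripts, a setting chosen after the values had been seen, it held 22 and 6, an odds ratio of 4.06 (exact p = 0.0016).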

Using Gene Set Enrichment Analysis (GSEA [35]), we found that genes previously identified as PRC1/2 targets in mouse embryonic stem cells were enriched among the genes whose promoters were hypermethylated in adenoma (Figure 2a, see Table S5 for gene-centric MeDIP-seq data, and Table S6 for signature genes). 

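The mouse orthologues of PRC2 targets in human ES cells, 600 genes, held 16 hypermethylated and 1 hypomethylated promoter DMR, an odds ratio of 17.8 (Fisher's exact test, p = 8.6e-05, adjusted p = 0.00026). Targets of EED, 934 genes, held 20 and 3 such DMRs, an odds ratio of 7.48 (exact p = 0.00016, adjusted p = 0.00032). Genes marked by H3K27me3 in human ES cells, 1023 genes, held 25 and 3, an odds ratio of 9.55 (exact p = 6.6e-06, adjusted p = 3.9e-05). With each gene counted once the odds ratios were 8.09, 5.17 and 6.65. Over promoters of all transcripts they were 11.3, 5.51 and 5.42. Over DMRs anywhere in the gene they fell to 1.57 for PRC2 (172 hypermethylated and 180 hypomethylated DMRs, exact p = 4.1e-05), 1.30 for EED (exact p = 0.0032) and 1.25 for H3K27me3 (exact p = 0.0060). Many genes belong to several of these sets, so the results are not independent of one another.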

A similar correlation was found with mouse orthologues of PRC2 target genes identified in human ES cells, or with target genes of the PRC2 component EED. 

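Targets of MLL, 565 annotated genes, held 1 hypermethylated and 1 hypomethylated promoter DMR, an odds ratio of 1.05 (Fisher's exact test, p = 1). For DMRs anywhere in the gene the direction changed, with 147 hypermethylated and 292 hypomethylated DMRs and an odds ratio of 0.801 (exact p = 0.034).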

When we evaluated target genes of TrxG/MLL, no significant correlation with adenoma-specific hypo- or hypermethylation was found (Figure 2a). TET1 complexes have previously been implicated in DNA hypomethylation in tumours [17], however we found no correlation with the occurrence of hypomethylation of promoters in adenoma. These analyses indicate that PRC2 target genes are preferred targets of DNA hypermethylation in mouse intestinal adenoma.

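TET1 targets, 1898 annotated genes, held 21 hypermethylated (7.92%) and 16 hypomethylated promoter DMRs (5.76%), an odds ratio of 1.41 (Fisher's exact test, p = 0.39). The 16 genes with a hypomethylated promoter DMR compare with a mean of 13.4 in random gene lists matched for promoter CpG sites, a ratio of 1.19 (two-sided permutation p = 0.54).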

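The promoters of the Polycomb target sets held a median of 66 to 76 CpG sites, against 24 over all genes, so each set was also compared with 10000 random gene lists matched for the number of promoter CpG sites, a comparison added after the values had been seen. PRC2 targets included 15 genes with a hypermethylated promoter DMR against a mean of 5.68 in the matched lists, a ratio of 2.64 (two-sided permutation p = 0.002, adjusted p = 0.012 over 12 comparisons). EED targets included 19 against 8.77, a ratio of 2.17 (permutation p = 0.0032), and H3K27me3 targets 24 against 9.67, a ratio of 2.48 (permutation p = 0.0002, the smallest that the lists can give). PRC1 and PRC2 targets in mouse ES cells included 6 against 4.41, a ratio of 1.36 (permutation p = 0.56). MLL targets included 1 gene against 5.34, a ratio of 0.187 (permutation p = 0.055), and TET1 targets 21 against 18.5, a ratio of 1.13 (permutation p = 0.61). From the enrichment of PRC1/2, PRC2 and EED targets among hypermethylated promoters, the paper infers a preference for Polycomb targets. It also examined H3K27me3 by chromatin immunoprecipitation at several DMRs and the expression of PRC2 components, neither of which was analysed here.

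**Figure D4:**
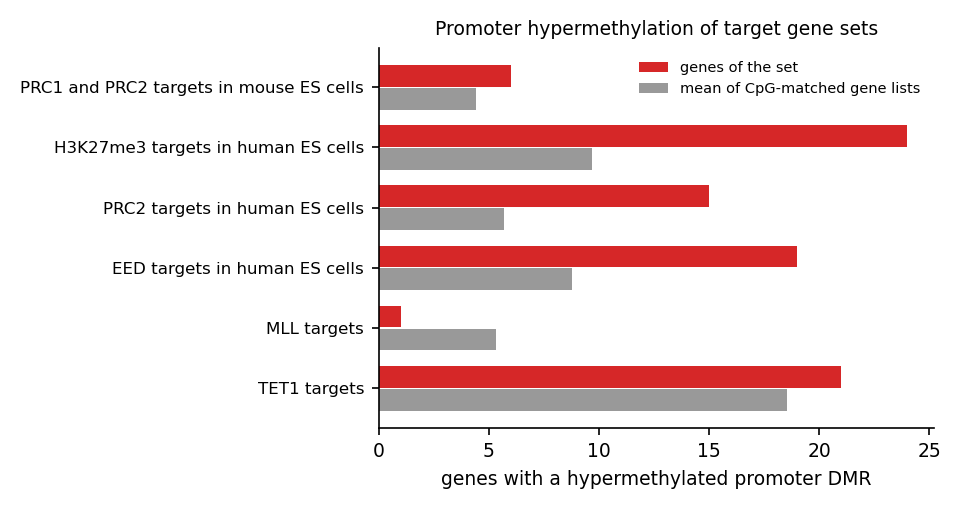
Number of genes with a hypermethylated promoter DMR (x axis) in each target gene set (y axis, red bars), beside the mean of 10000 random gene lists matched for promoter CpG sites (grey bars). PRC2 targets reach 15 genes against 5.68, and MLL targets 1 gene against 5.34.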

**Figure 2:**
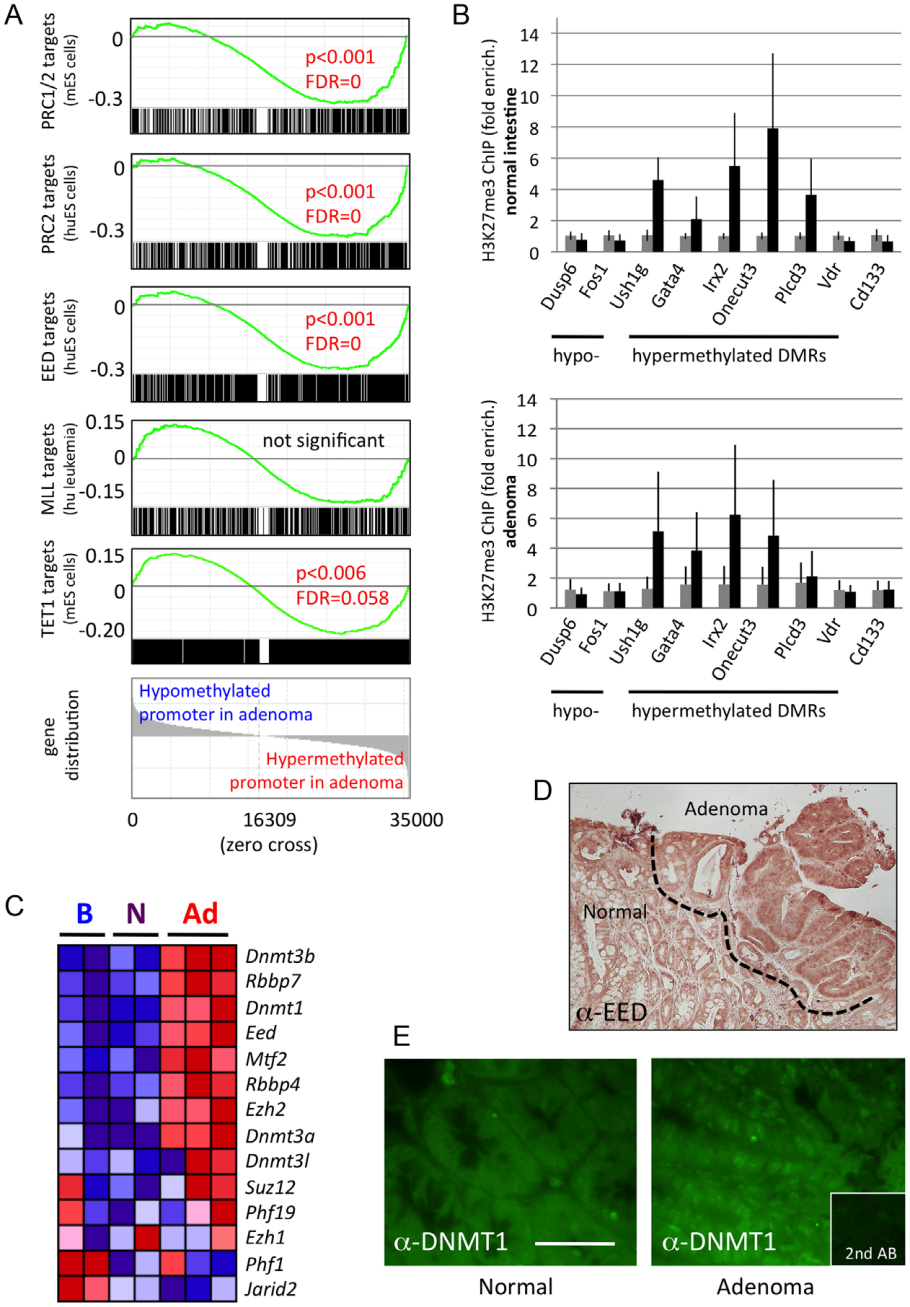
Hypermethylated DMRs are associated with Polycomb targets. a) Gene Set Enrichment Analysis (GSEA) [35] is used to probe established epigenetic signatures. Mouse genes were ordered by normal (6 samples) versus adenoma (5 samples) promoter methylation (−1,0 to +0,5 kb). Gene signatures comprising PRC1/2 target genes or mouse homologues of human targets of PRC2 complexes, EED targets, MLL targets or TET1 targets were mapped onto the ordered list, and enrichment at the extremes (hypo- or hypermethylation) was assessed. PRC and EED targets were found strongly enriched among hypermethylated promoters, while no enrichment was detected for MLL targets. TET1 targets were found weakly enriched among hypermethylated promoters, probably due to their known association with PRC complexes, and prevalence at CpG-rich sites [34]. Enrichment score graphs (top, green), signature gene distributions (black line graphs, below ES curves), p-values and false discovery rates (FDRs) are given. Significance cut-offs were P<0.05, FDR<0.25. b) Analysis of H3K27me3 marks in chromatin of mouse intestinal epithelium (n = 4 biological replicates) and adenoma (n = 3), using chromatin immunoprecipitation, followed by qPCR. black bars: Immunoprecipitated chromatin, grey: Input chromatin. Error bars give standard deviation. c) Expression of genes coding for PRC2 components or DNA methyl transferases, as determined by RNA-seq. Gene expression is colour-coded: red, high relative expression; blue, low relative expression. d) Immunohistochemical staining of EED in mouse intestine and adenoma. Dotted line demarcates normal intestinal tissue from adenoma. Adenoma contains higher levels of cytoplasmic and nuclear EED protein. e) Immunofluorescence analysis of DNMT1 in a section of normal intestine and adjacent adenoma of the mouse. Adenoma displays distinct nuclear fluorescence for DNMT1. Scale bar is 50 µm.

To test directly if hypermethylated DMRs found in adenoma are enriched for the H3K27me3 histone mark set by PRC2, we examined several DMRs in chromatin derived from mouse intestine, by chromatin immunoprecipitation, followed by qPCR. We found that five out of six adenoma-hypermethylated DMRs (associated with the *Ush1g*, *Gata4*, *Irx2*, *Onecut3* and *Plcd3* genes, but not the one associated with *Vdr*) displayed an increased H3K27me3 mark in normal intestine and, to a large extent, also in adenoma, and hence were associated with PRC2 activity in the intestine (Figure 2b, and Figure S4). In contrast, two hypomethylated DMRs (*Dusp6* and *Fos*), as well as the stem cell marker gene *Cd133* were not enriched for the H3K27me3 mark.

Next we assessed the expression of genes coding for Polycomb complex components and DNA methyltransferases. We found up-regulation of the maintenance DNA methyltransferase gene *Dnmt1*, the *de-novo* methyltransferase genes *Dnmt3a* and *Dnmt3b*, and of several PRC2 component genes in adenoma compared to normal intestinal tissue (Figure 2c, see also Table S7 for additional gene sets related to epigenetic modification). In addition, immunohistochemical analysis on sections of normal and adenoma tissue found up-regulation of EED and DNMT1 protein in adenoma (Figure 2d, 2e). Taken together, our data suggest a functional correlation between increased DNA methyltransferase and PRC2 expression and CpG hypermethylation in adenoma.

### Methylation patterns of adenoma form *de novo* after cellular transformation

The intestinal epithelium contains proliferative and differentiated cells in different domains (crypts and villi, respectively), and mouse intestinal adenoma is known to originate from intestinal stem cells (ISC) of the crypt ([36], see Figure 3a for a schematic representation of intestinal cell types). ISCs make up only a small fraction of the total tissue. Therefore we wanted to exclude that the CpG methylation signatures of proliferative or stem cells, which might have been masked by prevalent patterns of differentiated cells in normal tissue, match the signatures of adenoma. We obtained tissue samples enriched for villus or crypt cells, and in addition, purified intestinal stem cells by FACS from transgenic mice expressing the fluorescent stem cell-specific Lgr5 reporter [37]. The villus, crypt and ISC preparations were subjected to bisulfite pyrosequencing of eleven specific DMRs, among them *Dusp6* and *Fos* (containing adenoma-hypomethylated DMRs), as well as *Ush1g* and *Vdr* (containing adenoma-hypermethylated DMRs). We found minimal methylation differences between stem cells, crypt (proliferating cells) and villus (differentiated cells) at all DMRs examined, and methylation levels in all three types of cell preparations by and large matched those observed in bulk normal tissue. In contrast, the methylation levels found in adenoma were distinct (Figure 3b). Hierarchical clustering further illustrated that the DNA methylation status of the DMRs chosen is quite different in adenoma as compared to normal tissues and cell preparations (Figure 3c). Importantly, these data strongly suggest that the CpG hypo- and hypermethylation patterns of intestinal tumours do not derive from ISCs, but form *de-novo* and in a recurring manner after tumour initiation following the loss of APC.

**Figure 3:**
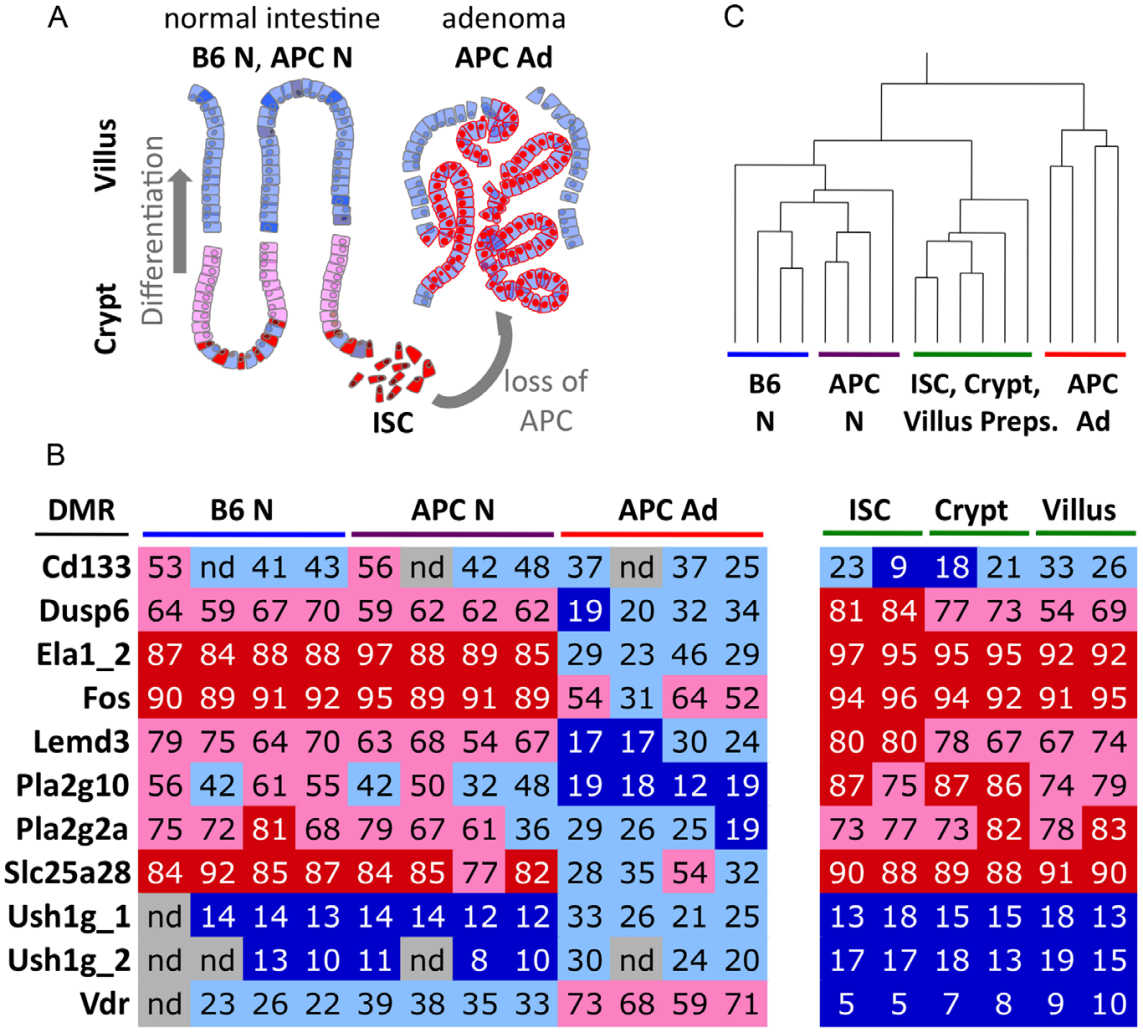
CpG methylation differentiates normal epithelial cell types from adenoma. a) Schematic representation of intestinal tissues and cell types. Differentiated villus cells are the prevailing component of bulk normal tissue samples. b) Colour-coded table of CpG methylation analyses of 11 DMRs, using bisulfite pyrosequencing. *Cd133* is an intestinal stem cell and cancer stem cell marker. *Dusp6* to *Slc25a28* represent adenoma hypomethylated DMRs, *Ush1g*_1 to *Vdr* represent adenoma hypermethylated DMRs. Percent CpG methylation within the regions are given as numbers and colour-code. Dark blue, <20% CpG methylation; light blue, 20–50% CpG methylation, light red, 50–80% CpG methylation; bright red, >80% methylation. c) Hierarchical clustering of methylation data (as shown in b) separates adenoma from normal tissue and cell preparations. Pearson correlation was employed.

### Differential promoter methylation and differential gene transcription in adenoma do not correlate extensively

It is generally assumed that promoter hypermethylation causes down-regulation of gene expression, whereas promoter hypomethylation is associated with up-regulation of genes. We asked if and to what extent this assumption holds true. To do so, we evaluated our RNA-seq data, which was derived from the same tissue samples that were used for MeDIP-seq (see Figure 1a for samples; Figure S5, S6 for RNA-seq quality assessment). We evaluated groups of genes that were both, differentially methylated and differentially expressed between normal intestine and adenoma. The number of genes that were hypomethylated at their promoters and up-regulated in adenoma was larger than expected to occur by chance (Figure 4a, see also Table S5, P<2*10^−8^, hypergeometric distribution). 

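With the promoter at the 5' end of each gene, the deposited DMRs placed 282 genes with a hypermethylated and 290 genes with a hypomethylated promoter among the 37273 annotated genes. They were compared with the lists of genes with changed expression in Table S6, since no expression value per sample was used here, a comparison chosen after the files had been seen. Of the 927 annotated genes with raised expression, 22 had a hypomethylated promoter against 7.21 expected by chance, a ratio of 3.05 (one-sided exact hypergeometric test, p = 4.4e-06, adjusted p = 1.7e-05 over 4 comparisons). Restricting the background to 22367 protein-coding genes gave 21 genes against 6.56. Among genes with raised expression, 7 had a hypermethylated promoter against 7.01 expected (exact p = 0.55). Counting DMRs in the gene body moved this overlap most, to 157 genes against 65.5. For promoters of all transcripts it was 24 genes against 12.7 (exact p = 0.0024), and that with hypomethylated promoters 41 against 13.6.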

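*Pla2g2a* (ENSMUSG00000058908) lies on chromosome 4 of mm9 from 138387772 to 138391101, within an intron of *Pla2g5*. A hypomethylated DMR from 138387751 to 138388750 covers its promoter, an exon and an intron, and holds 18 CpG sites outside any CpG island. The signal was 0.388 ± 0.0729 rpm in adenoma (SD, n = 5) and 1.15 ± 0.156 rpm in normal intestine (SD, n = 6), a log2 ratio of -1.46. The highest adenoma had 0.49 rpm and the lowest normal sample 0.89 rpm. Without each sample in turn the log2 ratio ranged from -1.54 to -1.38.

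**Figure D5:**
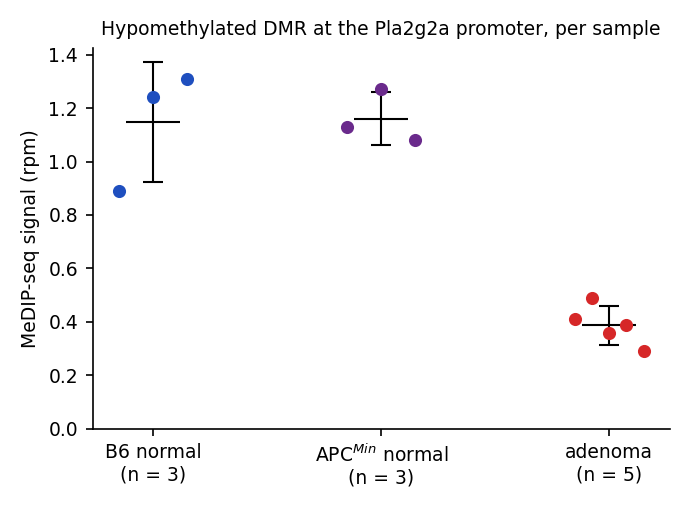
MeDIP-seq signal in rpm (y axis) at the DMR over the promoter of *Pla2g2a* in normal intestine of B6 and APC Min mice and in adenoma. Points are samples, and black lines give the group mean and SD. Every adenoma lies below 0.5 rpm and every normal sample above it.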

One example is the *Pla2g2a* gene (also known as *Mom1*), which is a known modifier of adenoma development [38] (Figure S7). Likewise, promoter hypermethylation correlated for some genes with decreased gene expression, but the overlap between promoter hypermethylated genes and transcriptionally down-regulated genes was not significant (P>0.05; Figure 4a). However, the majority of genes showed no correlation between promoter methylation and transcriptional activity, and some genes even displayed an inverse correlation. For example, *Slc9a3* contains a hypermethylated DMR in the promoter, and is strongly activated in adenoma (Figure S8). 

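With promoters called from DMRs, 14 of the 1064 annotated genes listed with lowered expression had a hypermethylated promoter, against 8.05 expected, a ratio of 1.74 (one-sided exact hypergeometric test, p = 0.033, adjusted p = 0.044). A hypomethylated promoter was found for 15 of them against 8.28 expected, a ratio of 1.81 (exact p = 0.020, adjusted p = 0.041). Over protein-coding genes the overlaps were 14 genes each, against 7.76 (exact p = 0.024) and 7.08 (exact p = 0.012). Promoters of all transcripts gave 26 against 14.6 (exact p = 0.0035) and 21 against 15.6 (exact p = 0.11), so the overlap with hypomethylation did not hold there. These settings were chosen after the values had been seen. The list of lowered genes is the second list of Table S6, which carries the same header as the list of raised genes and was taken as the lowered one because its size equals the number in Fig. 4a.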

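*Slc9a3* (ENSMUSG00000036123) lies on chromosome 13 of mm9 from 74258963 to 74303512. Its hypermethylated DMR, from 74258501 to 74259500, covers the promoter, coding exon and intron and holds 54 CpG sites in a CpG island. Adenoma had 0.370 ± 0.137 rpm (SD, n = 5) and normal intestine 0.0250 ± 0.0105 rpm (SD, n = 6), a log2 ratio of 2.49. The lowest adenoma had 0.18 rpm and the highest normal sample 0.04 rpm. Because the normal signal was close to 0, the log2 ratio depended on the added constant and was 0.73 with 0.5 rpm. With a single sample left out it lay between 2.35 and 2.64.

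**Figure D6:**
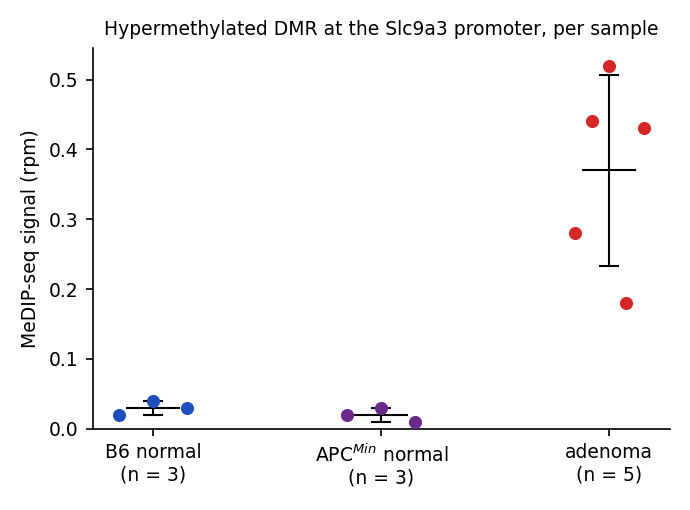
MeDIP-seq signal in rpm (y axis) at the DMR over the promoter of *Slc9a3* in normal intestine of B6 and APC Min mice and in adenoma. Points are samples, and black lines give the group mean and SD. The 6 normal samples lie between 0.01 and 0.04 rpm and the adenomas at 0.18 rpm or higher.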

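DMRs in the gene body were found for 2634 genes with hypermethylation and 3460 genes with hypomethylation. Of the genes with raised expression, 157 had a hypermethylated and 251 a hypomethylated gene body DMR, against 65.5 and 86.1 expected over all annotated genes. Of those with lowered expression, 151 and 147 had such DMRs against 75.2 and 98.8. Each overlap was larger than chance (one-sided exact hypergeometric test, largest p = 6.9e-07), yet genes with changed expression were longer, with a median of 21.9 kb for raised and 17.2 kb for lowered genes against 5.38 kb over all genes. In random gene lists matched for length, the ratios were 1.37 and 1.67 for raised genes with hyper- and hypomethylated bodies (two-sided permutation p = 0.0002 for each, the smallest that 10000 lists can give). For lowered genes they were 1.30 (permutation p = 0.001) and 0.937 (permutation p = 0.36). The matched comparison was chosen after the overlaps had been seen.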

We also evaluated genes that were differentially methylated in their gene body and differentially expressed, and again found only a small overlap between changes in gene body methylation and gene expression (Figure 4b).

**Figure 4:**
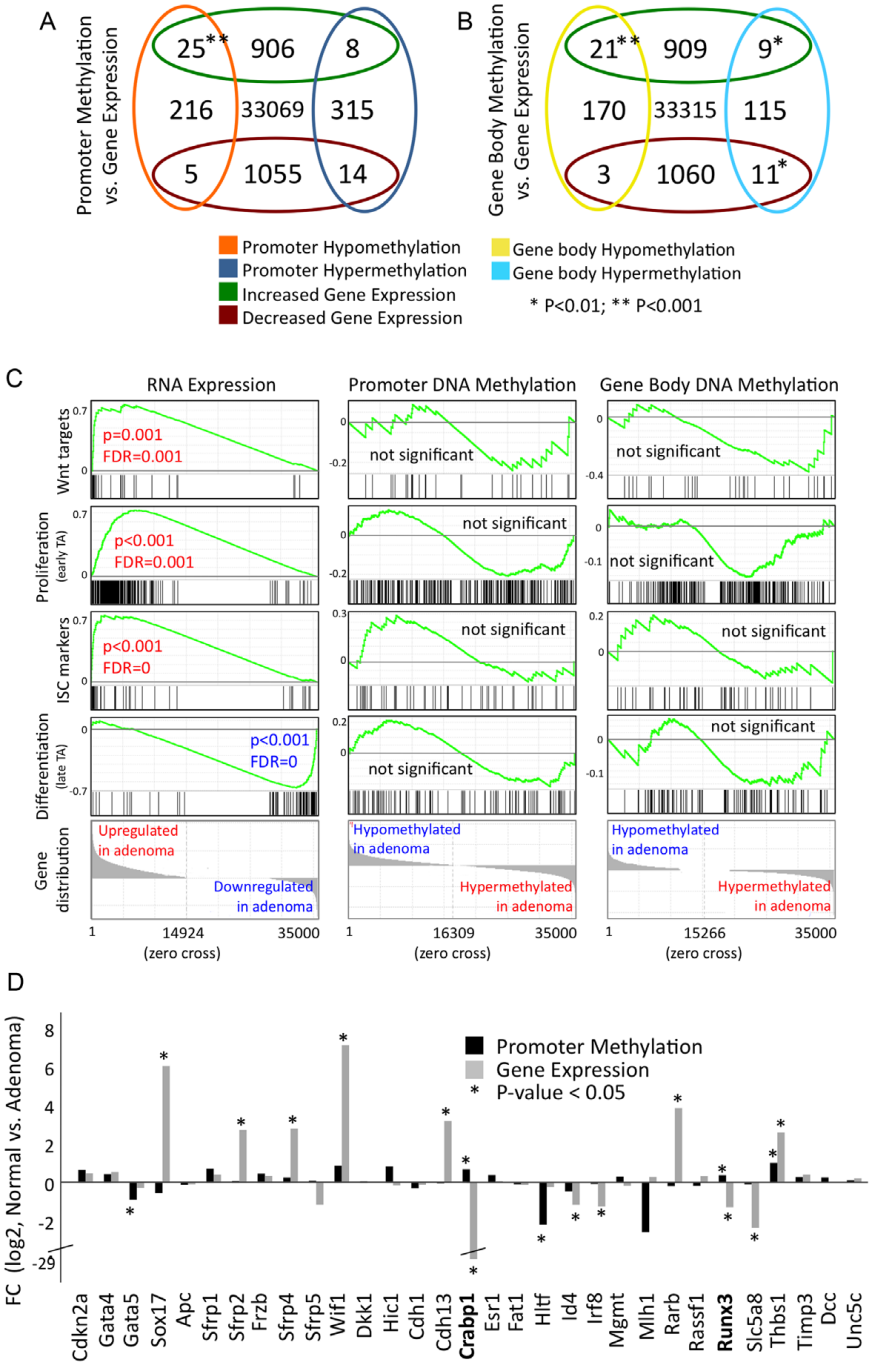
Differential gene methylation and differential gene transcription in adenoma do not correlate extensively. a)–b) Venn diagrams displaying numbers of transcriptionally regulated and differentially methylated genes. Cut-off criteria were FDR<0.001 for transcriptional regulation, and P<0.01 for methylation (calculation using edgeR). a) Genes that display differential methylation of promoter (−1.0 to +0.5 bk relative to transcription start site) b) Genes that display differential gene body methylation. c) GSEA analyses of gene signatures comprising Wnt targets, ISC-, proliferative- and differentiated cell-specific genes. Left panels: analysis of gene activity, as assessed by RNA-seq; middle and right panels: analysis of promoter or gene body methylation. Data is given as described in Figure 2a. d) Relative gene expression and promoter methylation data for 31 selected epigenetically regulated tumour suppressor genes. Fold change between normal and adenoma is given. *Crabp1* and *Runx3* are both, promoter hypermethylated and transcriptionally down-regulated. Asterisk denotes P<0.05.

We asked whether gene signatures, which are representative for key cell types and processes of normal development show a common behaviour in terms of gene expression and methylation patterns in adenoma. Gene activity, as assessed by RNA-seq, differed strongly between normal intestinal tissue and adenoma for all gene signatures analysed (Figure 4c, Figure S6). We found that Wnt target genes [39], along with ISC/crypt progenitor cell and TA (transiently amplifying) cell marker genes were almost uniformly up-regulated in adenoma, while differentiation signature genes were mostly down-regulated [40]–[42] (Figure 4c, see Table S6 for signature genes). 

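Promoter DMRs were rare in the marker sets of Table S6. Of the 265 hypermethylated and 278 hypomethylated DMRs in the promoter at the 5' end of a gene, none fell in the 47 markers of ISCs or the 28 Wnt targets. The 248 early TA markers held 2 hypermethylated and 0 hypomethylated DMRs (Fisher's exact test, p = 0.24), the 93 late TA markers 3 and 1 (exact p = 0.36), and the 47 Paneth cell markers 0 and 2 (exact p = 0.50). In promoters of all transcripts, ISC markers held 0 and 2 and Wnt targets 0 and 1. For DMRs anywhere in the gene, ISC markers held 12 hypermethylated and 38 hypomethylated DMRs, an odds ratio of 0.507 (exact p = 0.041, adjusted p = 0.20 over 5 sets). Wnt targets held 6 and 19, an odds ratio of 0.508 (exact p = 0.15). Early TA markers had an odds ratio of 1.19 (exact p = 0.45), late TA markers of 0.910 (exact p = 0.86) and Paneth cell markers of 1.61 (exact p = 0.55). Markers of other differentiated cells were not analysed here.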

Despite the transcriptional co-regulation of the signature genes, we found no consistent or significant trend of differential promoter or gene body methylation within the ISC-, proliferative- and differentiation-associated gene groups (Figure 4c).

Previous research revealed a number of tumour suppressors, which are hypermethylated at their promoters and consequently silenced in carcinoma. We thus assessed the promoter methylation patterns and transcriptional activity of the mouse orthologues of 31 tumour suppressors previously reported to be frequently epigenetically silenced in human colon cancer [12], [24], [25]. 

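Among the 31 tumour suppressor genes of Fig. 4d, 1 had a hypermethylated DMR in the promoter and 0 had a hypomethylated one. Gene body DMRs were hypermethylated in 5 of the genes and hypomethylated in 11, and 13 genes had a DMR of either kind. The gene with the promoter DMR was *Runx3*. The largest change in a gene body was that of *Gata4*, where the DMR on chromosome 14 from 63859501 to 63860750 had 2.20 ± 1.12 rpm in adenoma (SD, n = 5) and 0.188 ± 0.206 rpm in normal intestine (SD, n = 6), a log2 ratio of 3.24. Ad6 had 0.21 rpm there and the other adenomas 2.4 to 2.8 rpm, and without Ad6 the log2 ratio was 3.53. Expression was not analysed here.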

In mouse intestinal adenoma, however, we found only two out of 31 tumour suppressors that were both, promoter-hypermethylated and transcriptionally silenced (Figure 4d). These are the retinoic-acid signal transducer *Crabp1* and the runt-related transcription factor *Runx3*, which both control differentiation and apoptosis in gut epithelia [43]–[45].

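No DMR was listed in the promoter or body of *Crabp1* (ENSMUSG00000032291, chromosome 9 of mm9 from 54612555 to 54620917). The paper's promoter values count reads over the whole promoter, so a change there need not give a listed DMR. *Runx3* (ENSMUSG00000070691) lies on chromosome 4 from 134676567 to 134733905. Its hypermethylated DMR from 134676751 to 134677250 covers promoter, coding exon and intron and holds 18 CpG sites. The signal was 1.06 ± 0.126 rpm in adenoma (SD, n = 5) and 0.712 ± 0.138 rpm in normal intestine (SD, n = 6), a log2 ratio of 0.54. An intron of *Runx3* also held a hypomethylated DMR from 134688501 to 134689250, with 0.288 ± 0.0390 rpm in adenoma and 0.427 ± 0.0557 rpm in normal intestine, a log2 ratio of -0.50.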

The combined data show that the correlation of differential promoter methylation and differential gene expression in mouse intestinal adenoma applies only to a small subset of genes, while most genes show an uncoupling of both processes. In particular, epigenetic silencing of tumour suppressors, which is a frequent trait in human colon carcinoma, was found to occur rarely in mouse adenoma.

### A core set of APC^Min^ adenoma-specific methylation patterns is conserved in advanced human colon cancer

Mouse intestinal adenoma shares key functional traits and transcriptional programmes with human colon cancer [23], [46]. We therefore asked whether the similarities extend to epigenetic regulation, and consequently, whether the methylation signature of mouse intestinal adenoma could be detected in human colon cancer. To this end, we identified the human orthologues of genes whose promoters are hypo- or hypermethylated in mouse adenoma, and assessed promoter methylation patterns from MeDIP-seq data of 14 advanced human colon cancers of the stages T2–T4 (unpublished data, C. G., M. R. S. *et al.*). Strikingly, we found that a significant fraction of hyper- or hypomethylated genes identified in mouse adenoma displayed matching promoter hyper- or hypomethylation in human colon cancers (Figure 5a). Among the group of the most consistently hypermethylated genes in both human colon cancer and mouse intestinal adenoma (48 genes), we found *Cdh4*, *Crabp1*, *Crmp1*, *Dbc1*, *Duox1*, *Grm7*, *Hand1*, *Hs3st2*, *Pcdh17* and *Pdpn*, which have previously been suggested as cancer biomarkers [15], [47]–[54]. 

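In the mouse samples, 12 of the 48 core genes of Table S8 had a hypermethylated promoter DMR, and 18 had one in the promoter or the gene body. A hypomethylated DMR lay in the promoter of 0 of the 48 genes and in the promoter or the gene body of 8. The human samples were not analysed here. The paper chose its core genes from reads counted over whole promoters, with a looser p-value limit than that of the DMRs. A core gene without a DMR therefore does not contradict the paper. Of the 10 genes named as biomarkers, *Crmp1*, *Grm7*, *Hand1* and *Pdpn* had a promoter DMR. At the promoter of *Crmp1* (chromosome 5, 37633251 to 37634000) the signal was 0.298 ± 0.0736 rpm in adenoma (SD, n = 5) and 0.0950 ± 0.0302 rpm in normal intestine (SD, n = 6), a log2 ratio of 1.26. The log2 ratio was 0.74 at *Grm7* (chromosome 6, 110595751 to 110596500), 0.44 at *Hand1* (chromosome 11, 57646751 to 57647250) and 0.50 at *Pdpn* (chromosome 4, 142889751 to 142890250). *Pcdh17* had a DMR of 1500 bp in a coding exon (chromosome 14, 84846501 to 84848000), with 0.576 ± 0.0684 rpm in adenoma and 0.263 ± 0.0885 rpm in normal intestine, a log2 ratio of 1.00. *Cdh4* had 1 hypermethylated and 5 hypomethylated DMRs in introns. *Crabp1*, *Dbc1*, *Duox1* and *Hs3st2* had none in promoter or body.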

Among the genes, which are consistently promoter-hypomethylated in both mice and humans (54 genes), we identified the matrix metalloproteinase and colon cancer prognostic marker *Mmp14*, which is also over-expressed in mouse adenoma. 

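A hypomethylated promoter DMR was found for 15 of the 54 core genes, of which 53 were in the annotation, and 25 had a hypomethylated DMR in the promoter or the gene body. A hypermethylated DMR lay in the promoter of 0 of the 54 genes and in the promoter or the gene body of 7. *Mmp14* (ENSMUSG00000000957) lies on chromosome 14 of mm9 from 55050441 to 55060095. At its promoter DMR, from 55049751 to 55050250, the signal was 0.170 ± 0.0834 rpm in adenoma (SD, n = 5). Normal intestine had 0.332 ± 0.0964 rpm (SD, n = 6), a log2 ratio of -0.79. The groups overlapped, with adenomas from 0.05 to 0.28 rpm and normal samples from 0.2 to 0.48 rpm. With mid-ranks for tied values, the rank criterion was not met there. Left-out samples moved the log2 ratio between -0.99 and -0.61. A further DMR over coding exon and intron, from 55055251 to 55056000, had 0.600 ± 0.0632 rpm in adenoma and 1.15 ± 0.226 rpm in normal intestine, a log2 ratio of -0.89.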

Promoter methylation changes in the genes identified here were quite consistent across the panel of the 14 human colon cancers (see Figure 5b for a selection of top eleven hypo- and hypermethylated genes, and Table S8 for complete gene sets).

**Figure 5:**
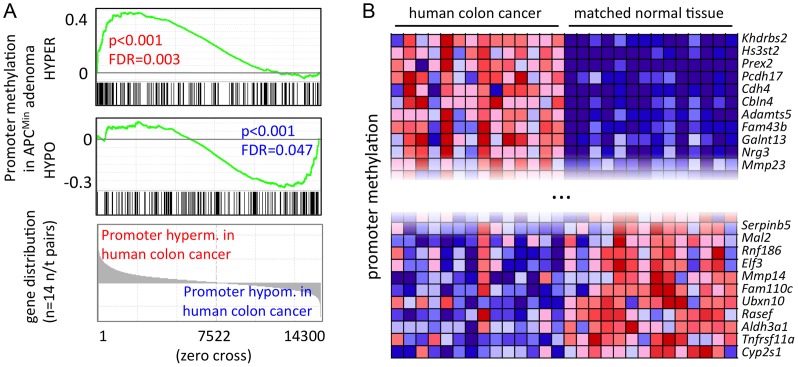
A core set of APC^Min^ adenoma-specific CpG methylation patterns is conserved in human colon cancer. a) GSEA identifies methylation changes of mouse adenoma in human colon cancer. Gene signatures comprise genes with promoter hypo- or hypermethylation in mouse adenoma (see also Figure 4a, Table S5), genes were ordered by directional methylation changes in human colon cancer (normal tissue versus carcinoma). Mouse and human gene homologues were matched using ENSEMBL Biomart (approx. 14300 unique orthologue pairs were identified). b) Promoter hypo- and hypermethlyation is conserved between mouse APC^Min^ adenoma and human colon cancer. Genes were selected from those that are significantly hyper- or hypomethylated in APC^Min^ adenoma. Conserved genes were identified as the core enrichment group of GSEA analysis in a). Figure shows top eleven hypo- and hypermethylated genes in human colon cancer. blue: low relative methylation; red: high relative methylation.

Our data define a core methylation signature of intestinal cancer, which is conserved between humans and mice. The comparison of mouse with human data (comprising early lesions in mice and advanced stages of human cancer) indicates that this core epigenetic signature is established early during tumour formation, and is retained when the cancer epigenome is further modified during tumour progression to carcinoma.

## Discussion

We report that the formation of APC^Min^ mouse adenoma from normal intestinal tissue is accompanied by characteristic CpG methylation changes in a large number of genomic regions, and that a core set of such DMRs is conserved between mouse adenoma and human colon cancer. 

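Ad4 and Ad4-1 came from the same animal. When they were averaged into 1 sample, so that 4 adenomas from 4 animals were compared with the 6 normal samples, 3598 hypermethylated and 7400 hypomethylated windows passed every criterion. With 4 samples against 6 only complete separation passes the rank criterion, so the lower counts are not by themselves an effect of the shared animal. With either normal group alone as the control, direction and ratio were met in 5650 and 10516 windows for APC Min normal intestine and in 5478 and 10715 windows for B6 normal intestine. All adenomas lay beyond all 3 normal samples in 69.2% and 72.2% of windows for the former and in 68.3% and 75.7% for the latter, where 5 samples against 3 cannot go below an exact p of 0.0357.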

The finding of recurring DMRs in independent adenomas is in agreement with an instructive mechanism guiding CpG methylation in tumours, as proposed previously [7], [15]. It has been suggested that gain of CpG methylation in tumour cells correlates with the H3K27me3 mark set by PRC2 activity [15], [55], and our data demonstrating preferential DNA hypermethylation of Polycomb target sites confirm this model. Furthermore, our gene expression data show that PRC2 components are over-expressed in adenoma, and immunohistochemistry confirmed up-regulation of EED protein in adenoma tissue. These observations suggest that enhanced PRC2 activity may be instrumental in the rapid establishment of the adenoma-specific DNA hypermethylation pattern following the loss of APC. Hypomethylation in mouse adenoma was likewise found to occur in a regular pattern, rather than in the form of genome-wide demethylation. We could however not identify correlations between recurring hypomethylation and binding patterns of epigenetic regulators, such as PRC, TrxG or TET complexes.

Previous reports have shown that in human colon cancer tumour suppressors are frequently silenced by promoter methylation, and individual tumours differ in the genes that are silenced [12], [24], [25]. In contrast, we rarely detected tumour suppressors among the recurring DMRs, which are common between individual APC^Min^ adenomas and partly shared between mouse adenoma and human colon cancer. These observations suggest that the variable epigenetic patterns of individual human colon cancers derive by clonal expansion following stochastic methylation changes that confer a growth advantage to individual tumour cells. Since such clonal selection is dependent on rare initiating events, tumour suppressor silencing is not detected in early APC^Min^ adenoma, but frequently and variably with respect to the genes affected in human colon cancer. This different situation also applies to genomic instability [56]. It thus appears likely that most epigenetic changes in tumour suppressor genes represent late steps that arise during adenoma-to-carcinoma progression rather than representing differences between the mouse and human species. Taken together, our combined analyses suggest that the epigenetic deregulation in tumours can be divided into two principal components, an early and fast instructive patterning mechanism, which immediately follows tumour initiation, and late rare stochastic events promoting clonal expansion (for a model, see Figure 6).

**Figure 6:**
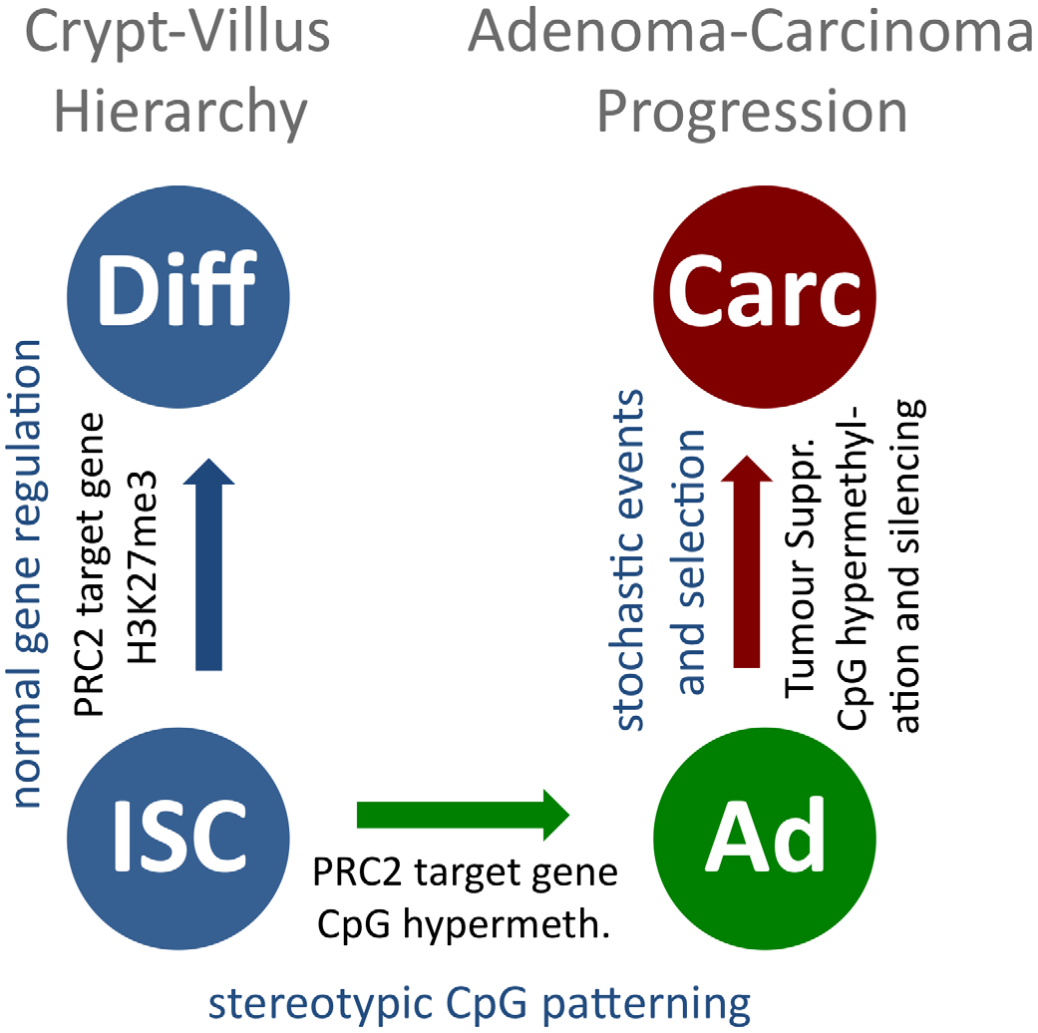
A model for stepwise formation of cancer cell CpG epigenomes. CpG methylation is uniform within the normal cellular hierarchy of the intestine, and PRC2-associated H3K27me3 marks are present in crypt and villus cells (blue, to the left). Upon tumour initiation, recurring CpG methylation patterns form, guided by an instructive mechanism that is linked to PRC2 for hypermethylated sites (blue to green). Further CpG methylation changes occur slowly, probably in a stochastic manner. A fraction of these bestow tumour cells with a selective advantage and are subject to clonal expansion during tumour progression (green to red).

We present for the first time DNA methylation data comparing primary normal cell types with transformed tissue derived from the same organ. We observed that the adenoma-specific DNA methylation patterns were distinct from those found in the major cell types of intestinal epithelia, including intestinal stem cells, which give rise to adenoma in the mouse [36]. This indicates that adenoma-specific DMRs are not pre-existing in a cell population comprising a minor fraction of the intestinal tissue, such as ISCs, and simply emerge by expansion of this cell type in adenoma, but are formed *de-novo* in a recurring and characteristic manner. Our data therefore establish beyond doubt that epigenetic patterns found in tumour cells arise upon transformation, and are thus suitable as specific epigenetic disease markers.

Current epigenomic models assume that DNA hypermethylation, in particular methylation of promoter regions, means gene silencing. We find that this model, with respect to adenoma, holds true only for a minor fraction of genes whose promoters are hypermethylated. Likewise, only a minor fraction of genes with hypomethylated promoters in adenoma are transcriptionally up-regulated. These gene groups are larger than expected to occur by chance, however, the large majority of genes does not follow this simple logic. Overall, changes in promoter methylation do not appear to generally cause altered gene expression. Further studies involving additional control elements such as enhancers and intragenic silencers are required for a deeper understanding of the control of gene expression by epigenetic mechanisms in adenoma.

We identified a core set of recurring DMRs, which is conserved between mouse adenoma and human colon carcinoma. This has important clinical implications, since our finding suggests the existence of a conserved set of DMRs arising early in human colon cancer, which may be universal to a large majority of human intestinal malignancies. This class of biomarkers may be suitable for the discovery of intestinal cancer at an early stage.

We rarely found hypermethylation and silencing of specific tumour suppressors in early adenoma of the mouse. Epigenetic silencing of tumour suppressors by promoter hypermethylation is however frequent in a subset of advanced human tumours. These latter marks may be useful as markers, which may correlate with histopathological features and be suited for distinguishing clinically relevant tumour subtypes.

## Materials and Methods

### Ethics statement and mouse strains

All mouse work has been conducted according to the relevant national and international guidelines. APC^Min^ mice (genetic background C57BL/6J (B6), Jackson laboratory (www.jax.org, USA)), were maintained by backcrossing to C57BL/6JOlaHsd (Harlan, The Netherlands). Animals were housed at a 12 h/12 h light/dark cycle and fed *ad libitum*. B6-APC^Min/+^ (APC^Min^) and B6-APC^+/+^ (B6) wild type littermates were dissected at the age of 15 to 19 weeks and individual adenomas and normal intestinal tissue was excised from the ileum.

### Histology and cell-based methods

For immunohistochemistry, tissues were fixed in 4% formaldehyde, dehydrated via a graded ethanol series, embedded in paraffin, and sectioned at 4 µm. Anti-EED (1∶50, ARP-38384 Aviva) and anti-DNMT1 (1∶200, Alexis 804-369-C100) primary antibodies, anti-mouse Alexa488 and ImmPRESS secondary antibodies, and the NovaRED substrate kit (Vector) were used. Crypt, villus and intestinal stem cell preparations were prepared as described previously [57]. In short, villus preparations were scraped from the inner intestinal surface after initial washing steps, and crypts were isolated by filtering (70 µm, CellTRICS) after 30 min of PBS/2 mM EDTA incubation. FACS sorting for GFP^+^ intestinal stem cells was done after TrypLE dissociation of cells, using a FACS Aria system (BD) and a 100 µm nozzle. Crypt and villus tissue preparations were controlled for enrichment by visual inspection.

### DNA and RNA methods

In short, DNA and RNA of normal and adenoma intestinal samples were isolated using the Allprep DNA/RNA Mini kit (Qiagen). A DNAse digest of the RNA was performed on the columns according to the manufacturer's instructions. Nucleic acid concentrations were measured with a Nanodrop photometer (Implen, Germany) or Qubit fluorometer (Invitrogen) and quality was assessed on an agarose gel (DNA) or a 2100 Bioanalyzer (Agilent, RNA). MeDIP-seq was adapted from previously published protocols [6], [26], [58]. RNA-seq was performed from 4 µg of total RNA, after depletion for ribosomal RNA using the RiboMinus Eukaryote Kit for RNA-seq (Invitrogen), following a strand-specific protocol [59]. Sequencing was done on 454 GS-FLX for the bisulfite-pyrosequencing and Illumina Genome Analyser (GAIIx) machines for MeDIP-seq and RNA-seq. Extended RNA/DNA material and methods are available online as Text S1.

### Bioinformatic analysis

Bioinformatic methods section is available online as Text S1 along with associated Tables S9, S10. MeDIP-seq and RNA-seq data can be accessed in GEO under GSE38983.

## Supporting Information

Figure S1 MeDIP quality controls. a) Enrichment of methylated DNA in the MeDIP samples, as assessed by qPCR of a methylated (*Xist*) and a CpG free control region (Csa, [6]) for the 11 samples. Shown is the fold change (2^−ΔCT^). Data for individual samples are given in Table S1. b) Relative frequency of CpG enrichment, as calculated by MEDIPS (Chavez et al., 2010) for the 11 MeDIP and the 3 input samples. c) Fractions of uniquely aligned reads for the 11 MeDIP and the 3 input samples. Input samples display a higher percentage of uniquely aligned reads, most likely due to immunoprecipitation of methylated repetitive regions. d, e) Comparison of MeDIP-seq data with BS-pyrosequencing. Three samples (representing the B, N, Ad groups) were used for comparative analyses. d) Shown are the log_2_ values of the % methylation as determined by BS-pyrosequencing on the x-axis and the log_2_ values of the MeDIP-seq rpm value on the y-axis. The three MeDIP-seq rpm values of 0 were transformed to 0.01 in order to calculate a log_2_ value. Pearson's correlation is r = 0.85. e) The log_2_ values of the MeDIP-seq rms values normalized for CpG content are given on the y-axis. The three MeDIP-seq rms values of 0 were transformed to 0.001 in order to calculate a log_2_ value. Pearson's correlation is 0.89. Data are given in Table S4c.
(TIF) Click here for additional data file.

Figure S2 Assignment of DMRs to genomic features. a) Assignment of DMRs to genomic features, as given in Table 1. b) Assignment of DMRs to repetitive elements. c) Numbers and percentage of DMRs localized to repetitive elements. The full list of DMRS is given in Table S5. d) Odds ratios of hypermethylated and hypomethylated 500 bp windows that map to repetitive elements. Enrichment and depletion are given relative to all hyper- or all hypomethylated 500 bp windows. A slight enrichment of hypomethylated regions was observed for the LINE-L2 and SINE elements, whereas a depletion of differentially methylated 500 bp windows was observed in LTR and LINE-L1 elements. In contrast, when assessing the methylation in LINE-L1 and IAP elements by BS-seq in normal intestine and adenoma, no methylation differences were observed (Table S4a). MeDIP analyses take into account only uniquely aligned reads, which may interfere with analyses of highly repetitive sequences.
(TIF) Click here for additional data file.

Figure S3 Clustering of genome-wide methylation profiles. a)–d) Unsupervised clustering of genome-wide MeDIP profiles (3× B6 normal intestine, 3× APC^Min^ normal intestine, 5× adenoma), using 500 bp windows covering the genome. Windows were filtered for read density (>0.25 rpm, i.e. omitting genomic regions with no or few mapped reads) and certain thresholds for the coefficient of variance (cv) were applied, i.e. clustering was stepwisely restricted to a smaller, but more methylation-variable fraction of the genome, as indicated. These unsupervised clustering variants do not fully separate normal and tumour tissue. e) Clustering using the DMRs identified. 

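The 11 MeDIP-seq samples were clustered here on log2(rpm + 0.05) over the 13980 deposited DMRs, with 1 minus Pearson's r as the distance and average linkage. The first split placed 0 samples on the side of the other tissue, also with complete linkage on Euclidean distance and with log2(rpm + 0.5). The DMRs had been chosen to separate these groups, so the split was built into the data. Pearson's r across DMRs, which are not independent replicates, ranged from 0.817 to 0.843 within adenoma (10 pairs) and from 0.818 to 0.855 within normal intestine (15 pairs). Between adenoma and normal intestine it ranged from 0.359 to 0.545 (30 pairs). B6 and APC Min normal samples did not form separate branches, with r from 0.824 to 0.855 between them. Ad7 formed the smaller branch of the adenomas in each of the 3 clusterings.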

As expected, a clear separation between tumour and normal tissue is observed. f) Unsupervised clustering using promoter regions. Promoters were filtered for read density and variation (>0.1 rpm; cv>0.5). This clustering approach does not fully separate normal and tumour tissue. For sample details, see Figure 1a.
(TIF) Click here for additional data file.

Figure S4 Histone H3K27me3 methylation of DMRs in purified crypt or villus cells. Chromatin was isolated from mouse intestinal crypts (above) or villi (below), and analysed using H3K27me3 chromatin immunoprecipitation, followed by qPCR. black bars: Immunoprecipitated chromatin, grey: Input chromatin. Error bars give standard deviation in three biological replicates.
(TIF) Click here for additional data file.

Figure S5 Quality assessment of the RNA-seq data a) RNA-seq read distribution, as percentage of all generated reads. b) Dendrogram showing the hierarchical clustering of the RNA-seq data. c) Spearman's correlation of the RNA-seq samples, as underlying the dendrogram shown in b). The correlations were calculated using those ENSEMBL genes with at least 20 exon read counts in at least one of the samples. rho>0.9 is displayed in grey. The normal intestinal samples of both, Apc^Min^ (N) and B6 (B) are very similar, while most changes in expression are found in adenoma (Ad) d) Validation of the RNA-seq data, by qRT-PCR. Shown are the log_2_ ratios of the RNA-seq data on the y-axis and the log_2_ ratios of the qPCR on the x-axis. For the qPCR the same samples that were used for RNA-seq and in addition, four independent samples per group were used. RNA-seq and qRT-PCR are in good agreement. The oligos used for the RT-qPCR experiments are given in Table S10.
(TIF) Click here for additional data file.

Figure S6 Comparative and KEGG pathway analysis of RNA-seq data. a,b) Venn diagrams display the intersection of differentially expressed genes as determined by edgeR (FDR<0.001) for genes a) up-regulated in adenoma compared to normal intestinal tissue of B6 or APC^Min^ (Ad vs. B, Ad vs. N) and normal intestinal tissue of APC^Min^ compared to normal intestinal tissue of B6 (N vs. B); b) down-regulated in adenoma compared to normal intestinal tissue of B6 or APC^Min^ (N vs. Ad, B vs. Ad) and down-regulated in APC^Min^ normal intestinal tissue compared to B6 (B vs. N). Analyses demonstrate similarity between the normal (B, N) samples, while adenoma (Ad) differs. c,d) KEGG pathway analyses. Overrepresented KEGG pathways in genes up-regulated (c) and down-regulated (d) in adenoma compared to normal intestinal tissue of both, APC^Min^ and B6 as caculated by edgeR (FDR<0.001) are shown. The x-axis displays the −log10 of the p-value calculated by DAVID (http://david.abcc.ncifcrf.gov). Cancer-related pathways are up-regulated in adenoma, while pathways related to immune function are down-regulated. B, normal intestinal tissue from B6; Ad, adenoma from APC^Min^; N, normal intestinal tissue from APC^Min^.
(TIF) Click here for additional data file.

Figure S7 Association of hypomethylation and transcriptional up-regulation in the *Pla2g2a* locus. a) UCSC browser track of the MeDIP-seq data. The black track displays the identified adenoma-hypomethylated DMR and the position of the validated region. Colour code is as in Figure 1b. b) Heat map of the 454 GS-FLX-based bisulfite pyrosequencing for the *Pla2g2a* region shown in a. Samples B3, N5 and Ad5 are given. Each column represents a CpG, and each row a generated sequencing read. Red: methylated CpG, blue: unmethylated CpG, white: no data. c) Expression for *Pla2g2a* and the neighbouring *Pla2g5* gene, as determined by RNA-seq. Expression is given as the log_2_ fold change, as calculated by edgeR for the comparison adenoma vs normal intestinal samples. Both genes are significantly deregulated (FDR<0.001). The elevated expression of *Pla2g2a* was validated by qRT-PCR using additional samples (data not shown). *Pla2g2a* is also known as *Mom1* (Modifier of intestinal neoplasia 1).
(TIF) Click here for additional data file.

Figure S8 Association of hypermethylation in the Slc9a3 and the *Ush1g* regions with transcriptional up-regulation. a, b) Promoter hypermethylation in *Slc9a3* is associated with transcriptional activation. a) UCSC browser track of MeDIP-seq data. Colour code is as in Figure 1b. b) Expression for *Slc9a3* as determined by RNA-seq. Expression is given as the log_2_ fold change, as calculated by edgeR for the comparison adenoma versus normal intestinal samples. c,d) Methylation marks in the *Ush1g* region are associated with transcriptional up-regulation of five neighbouring genes within a 90 kb region. c) UCSC browser track of the MeDIP-seq data. The track “Ad hyper” depicts hypermethylated and “Ad hypo” hypomethylated DMRs. Light red overlay: position of a adenoma-hypermethylated DMR, as identified by MeDIP-seq and validated by BS-pyrosequencing; light green overlay: position of a hypermethylated and a hypomethylated DMR next to each other. d) Expression of six adjacent genes (*Fads6*, *Otop2*, *Ush1g*, *Otop3*, *C630004H02Rik* and *Cdr2l*), as determined by RNA-seq. Expression is given as the log2 fold change, as calculated by edgeR for the comparison adenoma versus normal intestinal samples. The differential expression was validated by qPCR for *Otop2*, *Ush1g*, *Otop3* and *C630004H02Rik* using additional samples (data not shown). * depicts FDR<0.0000001.
(TIF) Click here for additional data file.

Table S1 Sequencing statistics. The number of generated lanes, aligned single 36mer reads, uniquely aligned reads and the CpG enrichment frequency is given. The relative frequency of CpG enrichment was calculated using the MeDIPS package (Chavez et al., 2010, Genome Res. 20(10):1441–50). The CpG enrichment evaluates the frequency of CpGs within the total number of sequenced nucleotides with respect to the frequency of CpGs within the mm9 reference genome. The column qPCR shows the fold enrichment of a normally methylated region (Xist) over an unmethylated region (Csa) [6]. The sample names are as given in Figure 1a. The numbers indicate the animals, i.e. N4, Ad4 and Ad4-1 are samples derived from the same animal. Ad4 and Ad4-1 are different adenomas isolated from the same animal. MeDIP-seq and RNA-seq were generated from material obtained from the same tissue sample (i.e. MeDIP_N4 and RNA_N4).
(XLS) Click here for additional data file.

Table S2 Pearson's correlation of the MeDIP-seq data.
(XLS) Click here for additional data file.

Table S3 Differentially methylated regions.
(ZIP) Click here for additional data file.

Table S4 Data validation a) BS-validation using bisulfite pyrosequencing on nine independent samples, that were not used for MeDIP-seq before. b) Validation of MeDIP-seq by SIRPH. c) Correlation of MeDIP-seq with bisulfite pyrosequencing data for three samples that were used for both, MeDIP-seq and bisulfite pyrosequencing.
(XLS) Click here for additional data file.

Table S5 Gene-centric RNA-seq and MeDIP-seq data.
(ZIP) Click here for additional data file.

Table S6 Gene Expression Signatures, as used for GSEA analysis. Signature names, References and ENSEMBL Gene Identifiers are given.
(XLS) Click here for additional data file.

Table S7 Expression of selected genes related to epigenetic regulation a) Given are the gene expression values for selected gene sets as determined by RNA-seq and calculated by edgeR. The p-value given was calculated over all genes by edgeR, and is different from P-value calculated based on individual gene expression values.
(XLS) Click here for additional data file.

Table S8 Lists of genes that are promoter hypermethylated or promoter hypomethylated in both, human colon cancer and mouse adenoma. Genes were initially identified by analysis of Mouse MeDIP-data, using a combined p-value and fold change score cut-off between normal and adenoma (genes were included if p<0.05, fold change FC>1.33fold, more than 10 reads in both, normal and adenoma. See also “score” in Table S5). GSEA was performed using Human MeDIP data for sorting, and the hyper- and hypomethylated mouse gene lists as signatures (see also Table S6). Genes given in this table comprise the core enriched group in GSEA analysis.
(XLS) Click here for additional data file.

Table S9 Reaction conditions and primer sequences for MeDIP validation experiments.
(XLS) Click here for additional data file.

Table S10 Oligonucleotide sequences used for qPCR.
(XLS) Click here for additional data file.

Text S1 Supplementary Methods.
(DOC) Click here for additional data file.

# Supplementary material for: DNA–Methylome Analysis of Mouse Intestinal Adenoma Identifies a Tumour-Specific Signature That Is Partly Conserved in Human Colon Cancer
**Source:** PLoS Genet. 2013 Feb 7;9(2):e1003250. doi: 10.1371/journal.pgen.1003250
**Supplement:** Text S1 — Supplementary Methods.

**DNA-methylome analysis of mouse intestinal adenoma identifies a tumour-specific signature that is partly conserved in human colon cancer**

Christina Grimm1,2, Lukas Chavez1, Mireia Vilardell1, Alexandra L. Farrall3, Sascha Tierling4, Julia W. Böhm4, Phillip Grote3, Matthias Lienhard1, Jörn Dietrich1, Bernd Timmermann5, Jörn Walter4, Michal R. Schweiger1, Hans Lehrach1, Ralf Herwig1, Bernhard G. Herrmann3,6, Markus Morkel3,7*

**Supplementary Methods**

**Nucleic Acids Methods**

RNA and DNA Isolation

Mouse normal and adenoma tissue samples were harvested in buffer RLT/1 mM DTT (Qiagen, Hilden, Germany) and homogenized in a Tissue Lyser (Qiagen) for 2 x 2 min, frequency set to 20 with a steel bead of 5 mm diameter (Qiagen). Samples were snap frozen and stored at -80 °C until use.

Library preparation and methylated DNA immunoprecipitation (MeDIP)

To prepare for MeDIP, 8-10 µg genomic DNA were subjected to a RNAse A (Sigma, Taufkirchen, Germany) digest for one hour at 37 °C. Next, DNA was sheared as described previously [1] to a size range of 100-400 bp and purified using Qiaquick PCR columns and buffer QG (Qiagen, Hilden, Germany). Single end libraries were made using 5 µg of fragmented DNA and the genomic DNA sample prep kit (#FC-102-1002, Illumina, San Diego, USA), according to the manufacturer’s instructions with modifications as described previously [2]. In detail, end repair was done in 317 µl total volume with 0.25 mM of each dNTP, 0.1 U/µl T4 DNA polymerase, 0.03 U/µl DNA polymerase I (large fragment) and 0.3 U/µl T4 polynukleotide kinase. A-tailing was performed in the presence of 0.2 mM dATP and 0.5 U/µl Klenow fragment (3’->5’exo-) in a total volume of 88 µl. Adapters were ligated using 29 µl of ‘Adapter oligo mix’ and 10 µl of Quick T4 DNA Ligase in a total volume of 98 µl. All enzymes were purchased from NEB (Frankfurt/Main, Germany). Subsequently, the libraries were used for methylated DNA immunoprecipitation (see below). After MeDIP, the libraries were amplified prior to size selection in a total volume of 30 µl using Phusion High-Fidelity PCR Master Mix with HF buffer (NEB). 20 % of the immunoprecipitated DNA or 40 ng of non-immunoprecipitated library (input) for 6 PCR-cycles. Amplified libraries were run on a 2 % agarose gel (low range ultra agarose, BioRad, München, Germany) and fragments of 150-400 bp were excised (corresponding to insert sizes of 80-330 bp) and purified using the Quiaquick Gel Extraktion Kit (Qiagen). Size-selected libraries were quantified using the QuantIt dsHS Assay Kit on a Qubit fluorometer (Invitrogen, Darmstadt, Germany).

MeDIP was adapted from a previously published protocol [3]. In brief, 10 µl of monoclonal antibody against 5-methylcytidine (#BI-MECY, Eurogentec, Cologne, Germany) were incubated over night with 40 µl Dynabeads M-280 sheep anti-mouse IgG (Invitrogen, Darmstadt, Germany) in 500 µl 0.5% BSA/PBS, washed two times with 0.5% BSA/PBS and one time with IP-buffer (10 mM sodium phosphate (pH7.0), 140 mM NaCl, 0.25 % Triton X100). Prior to immunoprecipitation, the sequencing libraries were denatured for 1 min at 95 °C. 4 µg denatured library was immunoprecipitated for 4 h at 4 °C using the 5-methylcytidine antibody coupled to Dynabeads in a total volume of 230 µl IP-buffer. After immunoprecipitation, the beads were washed three times with 700 µl IP-buffer and then treated with 50 mM Tris-HCl, pH 8.0; 10 mM EDTA, 1 % SDS for 15 min at 65 °C. The supernatant containing the methylated DNA (200 µl) was diluted with 200 µl 10 mM Tris pH 8,0, 1 mM EDTA, treated with proteinase K (0.2 µg/µl) for 2 h at 55°C, followed by phenol-chloroform-extraction and ethanol precipitation. Precipitated DNA was resuspended in 20 µl 10 mM Tris pH 8.5.

Validation of the MeDIP-enrichment by quantitative PCR

Enrichment of methylated DNA was controlled by quantitative PCR. PCR reactions were carried out in 10 µl volume in 384 well plates on a 7900 Fast Real-Time PCR system using SYBR Green PCR master mix (Applied Biosystems, Darmstadt, Germany) using the temperature profile 2 min 50°C, 10 min 95°C, 40 cycles of 15 sec 95°C, 1 min 60 °C followed by a dissociation curve. Relative enrichment was calculated by the ratios of the signals in the immunoprecipitated DNA for a methylated positive and an unmethylated negative control region. For primer sequences, see Table S9.

Preparation of RNA-seq libraries

4 µg of total RNA were depleted for ribosomal RNA using the RiboMinus Euaryote Kit for RNA-seq (Invitrogen) following the manufacturer’s instructions. The RiboMinus depleted RNA was then used for the generation of single end RNA-seq libraries using a strand-specific protocol as described previously [1]. The generated cDNA libraries were size selected on a 2 % agarose gel, fragments of 150-200 nt were excised (corresponding to insert sizes of 80-130 nt) and purified using the Qiaquick Gel extraction kit (Qiagen).

Next generation sequencing

After library quantification with a Qubit device (Invitrogen), a 10 nM stock solution of the amplified library was created. Then, 12 pmol of the stock solution were loaded onto the channels of a 1.4 mm flow cell and cluster amplification was performed. Sequencing-by-synthesis was performed on an Illumina Genome Analyser (GAIIx). All MeDIP and input samples were subjected to 36 nt single read sequencing. The raw data processing was done with the Illumina 1.5 and 1.6 pipelines.

Validation of MeDIP-seq data by bisulfite based methods

*Bisulfite treatment and PCR*

Bisulfite treatment was performed using standard protocols. Briefly, 500 ng genomic DNA was treated with 2 M sodium bisulfite and 0.6 M NaOH. Two thermo spikes of 99 °C for 5 min were introduced followed by two incubation steps of 1.5 h at 50 °C. Purification was achieved by loading, desulfonation and washing on a microcon YM-50 column (Millipore, Schwalbach, Germany). Bisulfite DNA was eluted in 50 µl 1xTE. PCRs for validation of MeDIP-seq data were performed in 30 µl reaction volume in presence of 1 x reaction buffer (10 mM Tris-HCL (pH 8.6), 50 mM KCl, 1.5 mM MgCl2), 0.06 mM of each dNTP, 200 nM each, forward and reverse primer, 1.25 U HotStart-IT DNA polymerase (USB, Staufen, Germany) and 2 µl template. Primer sequences and PCR programs are listed in Table S9. Finally, 5 µl of the PCR reaction products were differentiated on a 1.5 % agarose gel.

*SIRPH analyses*

The methylation indices at particular CpGs in MeDIP enriched regions were determined using single-nucleotide primer extension (SNuPE) assays in combination with ion pair reverse phase high performance liquid chromatography (IP RP HPLC) separation techniques (SIRPH). In brief, 5 µl of each PCR product was purified using an ExonucleaseI/SAP mix (1U each, USB, Cleveland, USA) for 30 min at 37 °C followed by a 15 min inactivation step at 80 °C. Then, 14 µl primer extension mastermix (50 mM Tris-HCL, pH9.5, 2.5 mM MgCl2, 0.05 mM ddCTP, 0.05 mM ddTTP, 3.6 µM of each SNuPE primer) was added and SNuPE reactions were performed. Obtained unpurified products were loaded on a DNASepTM (Transgenomic, Omaha, USA) column and separated in a primer-specific acetonitril gradient on the WAVETM system (Transgenomic). Methylation indices (MI) were obtained by measuring the peak heights (h) and calculating the ratio h(C)/[h(C)+h(T)]. To confirm the methylation assignment across the DMRs a second CpG position in most amplicons was analyzed in addition. For the SIRPH analyses 25 amplicons were selected and the analyses were performed for seven DNAs that were also used for MeDIP-seq: two adenoma and two normal intestinal samples from B6-ApcMin (Ad and N) and three normal intestinal samples from wild type B6 mice (B).

*Bisulfite pyrosequencing*

454 GS-FLX: Amplicons were generated using region-specific primers with the recommended adaptors at their 5´-end. PCRs were performed in 30 µl reaction volumes in the presence of 10 mM Tris-HCL (pH 8.6), 50 mM KCl, 1.5 mM MgCl2, 0.06 mM of each dNTP, 200 nM each, forward and reverse primer, 1.25 U HotStart-IT DNA polymerase (USB, Staufen, Germany) and 2 µl template. For the amplicons BMP1 and ‘T’ the usage of 1.5 U HotStarTaq and Q-Solution (Qiagen, Hilden, Germany) was necessary instead of HotStart-IT to obtain specific PCR products. Specific primer sequences and PCR protocols are provided in Table S9. Amplicons were purified, measured using the Qubit Fluorometer (Invitrogen) and pooled. After emulsion PCR (emPCR), DNA containing beads were recovered, enriched and loaded onto a XLR70 Titanium PicoTiterPlate according to the manufacturer´s protocols. Methylation level and pattern was assessed using multiple sequence alignment with an extended and improved version of the BiQ analyser [4].

First strand cDNA synthesis and quantitative PCR

1 µg of total RNA was reverse transcribed using 200 U of Superscript III and 40 U of RNAseOut in the presence of 1x first strand buffer, 5 mM DTT, 2.5 ng/µl random N6 hexamers, 2.5 µM Oligo dT(20) (Invitrogen) and 0.5 mM of each dNTP (GE Healthcare Europe GmbH, Freiburg ) in a total volume of 20 µl. RNA was denatured for 5 min at 65 °C in the presence of the oligonucleotides and the dNTPs in a total volume of 6 µl. Subsequently, denatured samples were immediately cooled on ice and the reaction mix including the enzymes was added. Samples were incubated for 20 min at 25 °C, 60 min 50 °C followed by a heat inactivation of the enzyme for 15 min at 72 °C. Eventually, 30 µl of 10 mM Tris pH 8.5 was added to the cDNA. Quantitative PCR was carried out in a total volume of 10 µl using 0.33 µl of the diluted cDNA in the presence of 250 nM of each oligonucleotide and 1x SYBR Green PCR master mix in 384 well plates on a 7900 Fast Real-Time PCR system using the default temperature profile followed by the dissociation stage (Applied Biosystems, Darmstadt, Germany). Relative expression was calculated using the Ct method and *Actb* expression for normalization. Primer sequences are provided in Table S10.

Chromatin immunoprecipitation (ChIP)

Chromatin-immunoprecipitation was carried out according to the standard upstate protocol. Briefly, intestinal tissue was incubated in lysis buffer and mechanical disruption carried out in a 2 ml dounce homogenizer. Lysates were sheared with a Branson W-450 3 mm tip to a 400 bp average fragment size. 10 ug chromatin was incubated with 2 ug of anti-H3K27me3 (Upstate/Millipore) antibody, pre-bound to Protein A magnetic beads (Life Technologies, Darmstadt, Germany). After incubation for 4 h at 4 °C the samples were washed. Reverse crosslinking with Proteinase K was performed overnight at 65 °C. DNA was purified with the Qiagen Enzymatic Reaction Cleanup Kit. Quantitative real-time PCR was carried out on a StepOnePlus qPCR System (Life technologies). An unrelated, intergenic control amplicon (P1: GGAACTTTGCACAGGAGGAG, P2: TGGGTAACGGCTTCCTAATG) was used as normalization control and the relative enrichment over 5 % Input control was determined within the StepOnePlus Software. The data represent six biological replicates. Primer sequences are provided in Table S10.

**Bioinformatics analyses**

Alignment and pre-processing of sequencing reads

Single end sequencing reads (36 bp) generated from MeDIP-seq experiments and input samples were aligned to the mouse genome (UCSC mm9) using Bowtie (version 0.12.5 parameter set -q -n 2 -k 1 --best --maxbts 10000 -m 1) allowing up to 2 nucleotide mismatches to the reference genome per seed and returning only uniquely mapped reads. Replicate sequencing reads (i.e. reads with exactly the same starting position) were counted only once.

The analysis of the MeDIP-seq data was performed with the MEDIPS package [5]. For each sample, the aligned reads were extended in the sequencing direction to a length of 300 nt. The short read coverage of the extended reads was calculated at genome wide 50 bp bins. Subsequently, the final short read count at each genomic bin is transformed into reads per million format (rpm = number of reads in the bin / number of uniquely aligned reads x 1000000) [6].

Identification of differentially methylated regions (cDMRs) between adenoma and normal intestine

Mean rpm values were calculated for genome-wide 500 bp windows overlapping by 250 bp using MEDIPS. Subsequently, for each 500 bp window, we applied a Wilcoxon’s test in order to assess significance of methylation differences between the 5 ApcMin/+ adenomas (Ad) versus the 3 ApcMin/+ normal intestine (N), 3 Apc+/+ wildtype normal intestine (B). Differentially methylated regions (cDMRs) were identified by filtering for 500 bp windows associated with Wilcoxon p-values < 0.01, a ratio of >1.33 or <0.75 and a minimum average signal of 0.25 rpm for one of the two groups. Overlapping significant 500 bp windows were merged if their methylation status indicated an extending DMR.

Annotation of the cDMRs

Each DMR was annotated using ENSEMBL v58 [7]. Annotation included gene structures, transcripts, promoter regions (defined as -1 kb upstream and +500 bp downstream of the transcription start site), exons and introns. Furthermore, CpG islands were identified using the CpG island searcher on the repeat masked mm9 genome [8] and the following criteria: GC content above 50 %, CpG observed to expected ratio >0.6, length >300 bp. CpG island shores were defined as 1 kb regions upstream or downstream of a CpG island, respectively. DMRs were annotated with repetitive regions using the repeat masker table provided by UCSC. DMRs overlapping conserved elements were identified using the table browser function of the UCSC genome browser (mm9) and the Vertebrate Elements track [9-11].

RNA-seq analysis

36mer RNA-seq reads were aligned to the mouse genome using Bowtie (version 0.12.5 – parameter set: -n 2 -l 36 -y --chunkmbs 256 --best --strata -k 1 -m 1) against the genomic reference UCSC mm9. Subsequently, reads that did not map to the genome were aligned to the cDNA reference ENSEMBL v58 in order to map reads spanning exon junctions. Then, uniquely mapped reads aligning to the sense strand of a gene were counted. Differential expression was calculated using the R/BioConductor edgeR package[16](#_ENREF_16), cut-off FDR≤0.001.

Gene Set enrichment Analysis

Gene set enrichment analyses (GSEA) were performed following the author’s guidelines [12]. Genes were ordered according to rpm-normalized MeDIP-seq or RNA-seq read counts. For promoter methylation, reads encompassing -1.0 to +0.5kb were counted. For gene body methylation, reads were counted according to gene annotation in ENSEMBL v58. Gene signatures used are given, along with references, in Table S6. False discovery values were calculated from 1000 gene set permutations. Significance cut-offs were FDR<0.1, P<0.05.

Comparison of DNA methylation and RNA expression

MeDIP-seq sequencing reads were counted in the promoter regions (-1 kb to 500 bp) or in the gene bodies of ENSEMBL v58 genes. Differentially methylation in promoter regions and in the gene bodies was assessed with the R/BioConductor edgeR package[16](#_ENREF_16), cut-off p<0.01. Differential methylated promoter or gene body regions were compared to genes identified as differentially expressed as described under RNA-seq analysis.

Comparison of human and mouse data

The mouse orthologues to the human ENSEMBL58 IDs were identified using BioMart. Human ENSEMBL IDs were used to identify the corresponding mouse ENSMBL IDs, resulting in a list of 15055 unique orthologues (i.e. for one human ID only one mouse ID exist and vice versa). For 14336 genes RNA-seq reads were obtained for both organism.

Comparison of MeDIP-seq derived methylation to bisulfite-based methods

Genomic regions validated by SIRPH and bisulfite pyrosequencing were defined as regions of interest (ROIs). The MEDIPS software package [5] was applied to the MeDIP-seq data in order to estimate reads per million (rpm) normalized to library size and the CpG density dependent relative methylation scores (rms) for each tested ROI.

**Supplementary Methods References**

1. Parkhomchuk D, Borodina T, Amstislavskiy V, Banaru M, Hallen L, et al. (2009) Transcriptome analysis by strand-specific sequencing of complementary DNA. Nucleic Acids Res 37: e123. doi:10.1093/nar/gkp596.

2. Grimm C, Adjaye J (2012) Analysis of the methylome of human embryonic stem cells employing methylated DNA immunoprecipitation coupled to next-generation sequencing. Methods Mol Biol 873: 281–295. doi:10.1007/978-1-61779-794-1_19.

3. Weber M, Davies JJ, Wittig D, Oakeley EJ, Haase M, et al. (2005) Chromosome-wide and promoter-specific analyses identify sites of differential DNA methylation in normal and transformed human cells. Nat Genet 37: 853–862. doi:10.1038/ng1598.

4. Bock C, Reither S, Mikeska T, Paulsen M, Walter J, et al. (2005) BiQ Analyzer: visualization and quality control for DNA methylation data from bisulfite sequencing. Bioinformatics 21: 4067–4068. doi:10.1093/bioinformatics/bti652.

5. Chavez L, Jozefczuk J, Grimm C, Dietrich J, Timmermann B, et al. (2010) Computational analysis of genome-wide DNA methylation during the differentiation of human embryonic stem cells along the endodermal lineage. Genome Res 20: 1441–1450. doi:10.1101/gr.110114.110.

6. Mortazavi A, Williams BA, McCue K, Schaeffer L, Wold B (2008) Mapping and quantifying mammalian transcriptomes by RNA-Seq. Nat Methods 5: 621–628. doi:10.1038/nmeth.1226.

7. Flicek P, Amode MR, Barrell D, Beal K, Brent S, et al. (2012) Ensembl 2012. Nucleic Acids Res 40: D84–D90. doi:10.1093/nar/gkr991.

8. Takai D, Jones PA (2003) The CpG island searcher: a new WWW resource. In Silico Biol 3: 235–240.

9. Kent WJ, Sugnet CW, Furey TS, Roskin KM, Pringle TH, et al. (2002) The human genome browser at UCSC. Genome Res 12: 996–1006. doi:10.1101/gr.229102.

10. Karolchik D, Hinrichs AS, Furey TS, Roskin KM, Sugnet CW, et al. (2004) The UCSC Table Browser data retrieval tool. Nucleic Acids Res 32: D493–D496. doi:10.1093/nar/gkh103.

11. Fujita PA, Rhead B, Zweig AS, Hinrichs AS, Karolchik D, et al. (2011) The UCSC Genome Browser database: update 2011. Nucleic Acids Res 39: D876–D882. doi:10.1093/nar/gkq963.

12. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, et al. (2005) Gene set enrichment analysis: a knowledge-based approach for interpreting genome-wide expression profiles. Proc Natl Acad Sci USA 102: 15545–15550. doi:10.1073/pnas.0506580102.

How the deposited data were processed for this re-analysis (not part of the article)

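DNA methylation was measured by MeDIP-seq in ileum of male mice aged 15 to 19 weeks, in normal intestine of 3 B6 and 3 APC Min mice and in 5 adenomas. Input DNA was sequenced for B3, N4 and Ad7. The 7 RNA samples of the study carried no expression values that were used here. Sample conditions, animals and library series were taken from the sample labels and from the paper's Table S1 and Text S1.

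The authors aligned single-end reads to mm9 with Bowtie, kept unique hits, counted reads with the same start once, extended reads to 300 nucleotides with MEDIPS and averaged the coverage over windows of 500 bp with a step of 250 bp. The rpm values were made by the authors before deposit by dividing this coverage by the number of uniquely aligned reads of the library, and were deposited with 2 decimals. The deposited ratio of each window is the authors' mean rpm of the 6 normal samples over that of the 5 adenomas, so that it lies below 1 where adenoma is higher. The deposited p-value of each window comes from the authors' two-sided Wilcoxon rank sum test of adenoma against normal samples. For regions merged from several windows the deposited ratio can differ from the ratio of the deposited mean rpm values, and the ratios given here were computed from the rpm values. In the authors' deposited table the p-value was 0.0043 for 3178 hypermethylated windows (51.9%) and 6717 hypomethylated windows (58.1%). The authors listed windows with a p-value under 0.01, a ratio past 1.33 in either direction and a mean above 0.25 rpm in at least 1 group, and merged overlapping windows. The other windows of the genome were not analysed here.

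Depth was taken from Table S1. MeDIP libraries had 13878615 to 26297510 uniquely aligned reads and input libraries 3228908 to 5931425. The counting error of a sample was computed from the number of fragments of 300 bp whose bases make up the coverage of a window of 500 bp, taken as independent. At 0.5 rpm these are 11.6 to 21.9 fragments, with a relative SD of 21.4% to 29.4%.

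The criteria were applied again to the deposited rpm values with an exact rank sum test and mid-ranks for ties. All 11 samples were used, with 6 normal samples against 5 adenomas. Log2 values were taken after adding 0.05 rpm. No p-value is given for single regions, because they had been listed by a rank test on the same samples. limma was run on the log2 values with an unadjusted p under 0.01. Genes came from gencode vM1 on NCBIM37, which is the same build as mm9. The deposited regions were checked to lie within the chromosomes of this build. The design had assumed that the deposited tables carry an annotation of compartments. They carry none, so promoters (1000 bp upstream to 500 bp downstream), exons, introns and intergenic sequence were taken from 37273 genes and 95458 transcripts, and CpG islands were called from the sequence. Compartments counted the promoters of all transcripts. Gene sets, overlaps with expression, core genes and named genes used the promoter at the 5' end of each gene, with the promoters of all transcripts as an alternative chosen after the values had been seen, which was not run for the lists matched for CpG sites. Island limits were 300 bp, 50% GC and an observed to expected ratio of 0.6, or for the stricter set 500 bp, 55% and 0.65. Hyper- and hypomethylated DMRs were compared with a two-sided Fisher's exact test and p-values were adjusted by the method of Benjamini and Hochberg within each family. Gene sets and lists of genes with changed expression came from the paper's Table S6. The second expression list of that table has the same header as the first and was taken as the list of lowered genes from its size. Amplicon positions and bisulfite calls came from Table S4. Matched comparisons used 10000 random lists, lengths 100000 permutations and neighbouring DMRs 1000 shuffles of directions.

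The regions named were those that the paper names for the result at hand, and per direction the 5 merged DMRs with the largest ratio of group means among those with complete separation and a mean of at least 0.5 rpm in the higher group. Where a gene held several DMRs, the one in the promoter, the longest or the one in a CpG island was used, a choice made after the values had been seen. By that rule the hypermethylated DMRs were those at *Onecut3* (log2 ratio 2.66), *Ano1* (2.59), *Plcd3* (2.13), *Ush1g* (2.23) and *Zfp503* (1.89), and the hypomethylated ones those at *Pla2g10* (-1.70), *Sdc1* (-1.65), *Dusp6* (-1.52), *Ttc7b* (-1.44) and a region of chromosome 7 without a gene from 120579751 to 120580500 (-1.43).

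Normal intestine and adenoma of animals 4, 5 and 6 come from the same mice according to the sample labels. Whether the values show this pairing was checked with the deviation of each sample from its group mean over the DMRs. Pearson's r of these deviations was -0.04 to 0.03 for the 4 pairs of 1 animal and -0.03 to 0.07 for the 11 pairs of different animals. The animal was therefore not used as a block in the main comparison and was used in an alternative.

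The procedure was tested on simulated data. Of 20000 windows without a difference, 0.82% had a p under 0.01. All of 200 windows raised 2-fold were called (100%), against 0% of 1800 unchanged ones. limma called 100% of raised and 1.06% of unchanged windows. The simulated spread was smaller than the counting error at 0.5 rpm (21.4% to 29.4%). The simulated change was larger than the median ratios of the listed windows, 1.57 and 1.70. These shares therefore check the code and do not tell how many real changes would be found in these data.

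The alternatives were other limits for ratio, mean and separation, each sample left out in turn, either normal group alone, library series 4 alone, the 2 adenomas of animal 4 averaged, limma with and without the animal as a block, another added constant, other rules for merging and clustering, and other ways to assign DMRs to compartments and genes. The planned fits on counts per gene, for expression, promoters, gene bodies and ranked gene sets, were not run, because the gene-level file used here holds column names and no values. Expression of tumour suppressors and of epigenetic regulators was therefore not analysed here, nor were repeats, chromatin immunoprecipitation, cell type fractions and human samples. Python 3.11.15 was used with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.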

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

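The tests of normal tissue in Ad6 by SIRPH and of counting error or library by SIRPH were chosen after the values at *Gata4* had been seen. At 74 named DMRs the adenomas and the normal samples were each searched for a sample far from the others of its group. Of these 148 groups 8 held such a sample, where chance alone gives about 7.4, so the number of such samples is that of chance. The gap to the nearest other sample is given below as a share of the range of the group.

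At the DMR in *Gata4* on chromosome 14 (start 63859501), Ad6 had 0.21 rpm against 2.4 to 2.8 rpm in the other adenomas, a gap of 0.846 of the range, and B2 had 0.6 rpm against 0.03 to 0.15 rpm in the other normal samples, a gap of 0.789. The log2 ratio at this DMR was 3.24 with all samples, 3.53 without Ad6 and 3.85 without B2. Normal tissue in the adenoma sample would draw Ad6 towards the normal mean in general. The DMRs had been selected with Ad6 among the adenomas and cannot show this, but SIRPH took no part in the selection. By SIRPH, on a scale where 0 is the normal mean and 1 is Ad5, Ad6 lay at a median of 0.989 over 22 regions outside *Gata4*, and between 0.537 and 3.01 at each of them. This argues against normal tissue as the whole cause at *Gata4*. A smaller share stays open. SIRPH uses no MeDIP-seq library, and counting error or the library of Ad6 would leave its SIRPH value near that of Ad5. In Table S4b, region 2 of *Gata4* had 0.136 in Ad6, 0.558 in Ad5 and 0.0515 to 0.117 in 5 normal samples, and region 1 had 0.391, 0.680 and 0.142 to 0.385. On the same scale Ad6 lay at 0.116 and 0.253. This argues against counting error or library as the whole cause. A difference of Ad6 at *Gata4* may be biological, as a hypothesis, and a sequence variant was not tested for it.

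The other samples far from their group were Ad7 at *Cdh13* (chromosome 8, start 120992501, 0.09 rpm against 0.25 to 0.28, gap 0.842), Ad6 at *Esr1* (chromosome 10, start 5713501, 0.11 rpm against 0.23 to 0.25, gap 0.857), and Ad4-1 at *Cdh4* (chromosome 2, start 179439751, 0.96 rpm against 0.61 to 0.69, gap 0.771). Among the normal samples they were N4 at *Mmp14* (chromosome 14, start 55057001, 0.4 rpm against 0.32 to 0.34, gap 0.75) and B3 at *Vdr* (chromosome 15, start 97726751, 0.1 rpm against 0.18 to 0.21, gap 0.727). Ad4-1 was also far from the other adenomas at a region of chromosome 7 without a gene (start 120579751, 0.07 rpm against 0.18 to 0.21, gap 0.786). At 0.25 rpm the counting error of a sample is 30.2% to 41.6%, and no explanation was tested for these samples.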

How the results depend on the processing

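Chosen after seeing the data were ties resolved towards the listed direction, CpG islands of 500 bp, all comparisons with the genome or with random gene lists, the overlaps with expression in every setting, limma on the 7 samples without the block, and promoters of all transcripts. The other alternatives were set before the data were examined. Of the values that answer a comparison, 93 kept direction and side of the threshold (or stayed near their main value) under an alternative, 39 moved, 3 came to pass the threshold, 1 no longer passed it and 10 reversed. Of 368 values for 23 single DMRs, 355 stayed, 13 moved, 12 of them with 0.5 rpm added, and 0 reversed.

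Of the 5198 hypermethylated windows that met every criterion, 3354 had a ratio above 1.5. With a ratio above 2 there were 569 hyper- and 2362 hypomethylated windows, with a mean above 0.5 rpm 1835 and 3922, and with complete separation 2665 and 5969. These settings only remove windows, so fewer remain by construction. The fits that each left out a sample gave 2941 to 3324 hypermethylated and 6452 to 7262 hypomethylated windows, because with 10 samples only complete separation passes the rank criterion. limma with the animal as a replicate block called 2434 and 5659 windows in 7 samples. Without the block the same samples gave 2710 and 6274, so most of the drop from 11 samples goes with the fewer samples. In all limma settings 100% of called windows had the listed direction, and the block was not applied to any other result. With APC Min normal samples alone, B6 normal samples alone or series 4 alone the rank criterion cannot be passed, so those settings say nothing about it.

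The median difference of APC Min from B6 normal intestine at hypermethylated DMRs, -0.02, ranged from -0.047 to 0.0039 when each sample was left out. It reversed without N5 (0.0039), and the cause was not tested. At hypomethylated DMRs it ranged from -0.04 to -0.01.

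With DMRs of complete separation, the odds ratio in introns rose to 1.11 and passed the threshold; the cause was not tested. Against genome windows with the same number of CpG sites, the ratios of hypermethylated windows fell to 1.05 in promoters, 1.39 in exons, 1.00 in CpG islands, 1.09 in islands of 500 bp and 1.07 in promoters with an exon, and reversed to 0.817 in promoters with a CpG island. Those of hypomethylated windows fell from 0.808 to 0.376 in islands of 500 bp and reversed in promoters (0.796), exons (0.846), CpG islands (0.869), promoters with a CpG island (0.515) and promoters with an exon (0.786). By construction these shifts come from the number of CpG sites of the windows compared.

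With DMRs anywhere in the gene, PRC1 and PRC2 targets in mouse ES cells passed the threshold (odds ratio 1.42) and MLL targets reversed (0.801). With the promoters of all transcripts in place of the promoter at the 5' end of the gene, PRC1 and PRC2 targets also passed the threshold (4.06), and the overlap of hypomethylation with lowered expression no longer passed it (21 genes). The overlap of hypermethylation with raised expression reversed from just below to above chance with these promoters (24 genes) and with gene body DMRs (157 genes). Core genes with hypomethylation rose to 25 when the gene body counted. The cause was not tested for the sets and the overlap, and for the core genes more regions were counted by construction.

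With completely separated DMRs, PRC2 and EED targets had 0 hypomethylated DMRs and no odds ratio, and in CpG islands alone MLL targets had no DMR. Not run for want of gene counts were all alternatives for expression, promoter and gene body methylation and ranked gene sets (other normalization, filters, tests, blocks, series, sample subsets), and for their overlap the other thresholds and backgrounds. At 0.25 rpm a window of 500 bp holds the bases of 5.78 to 11.0 fragments per sample, which limits single windows near that minimum.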

Differences from the paper's values

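For hypermethylated promoters with a CpG island, 194 merged DMRs were counted here against the paper's 65. None of the alternatives set before the data were examined closed the gap, with 263 for 500 bp windows in place of merged DMRs and 103 for DMRs with complete separation. The other 19 counts compared with the paper's were within 1.5 times of it in the main setting.

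The paper describes DMRs as less frequent in introns than expected. Here windows in introns were more frequent than over the genome, with a ratio of 1.40 for both directions, and 1.17 and 1.14 against windows with the same number of CpG sites, a comparison chosen after seeing the values. No setting gave a ratio below 1.

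The paper reports that PRC1/2 targets of mouse embryonic stem cells are enriched among hypermethylated promoters. With promoter DMRs the odds ratio here was 2.12 (Fisher's exact test, p = 0.33). With DMRs anywhere in the gene, set before the data were examined, it was 1.42 (exact p = 0.0037), and that setting makes the same call as the paper. It also calls MLL targets (0.801, exact p = 0.034), for which the paper finds no relation. With the promoters of all transcripts, chosen after seeing the values, the odds ratio was 4.06 (exact p = 0.0016). MLL targets were not called there (1.07, exact p = 1). The call thus changes with the DMRs assigned to a gene. Those promoters also held more DMRs of the set, 22 and 6 against 6 and 3, so definition and number of DMRs were not separated. The paper's ranked gene sets were not run here, and the cause of the difference was not tested.

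The paper finds no significant overlap of promoter hypermethylation with lowered expression. Here 14 genes overlapped against 8.05 expected (exact hypergeometric test, p = 0.033), and 14 against 7.76 over protein-coding genes (exact p = 0.024). Counting promoters of all transcripts gave 26 against 14.6 (exact p = 0.0035). No setting run gave the paper's call. Promoters were called here from DMRs, while the paper counted reads per promoter, and its own promoter lists were not tested against expression. Hypomethylated promoters also overlapped the lowered genes, with 15 against 8.28 (exact p = 0.020), so that overlap was not specific to hypermethylation. With promoters of all transcripts the hypomethylated overlap was 21 against 15.6 (exact p = 0.11).

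The paper calls the overlap of gene body methylation with expression small. Here each of the 4 overlaps was above chance over all genes, and the one of lowered expression with hypomethylated bodies was not above lists matched for length (ratio 0.937, permutation p = 0.36), a comparison chosen after seeing the values.

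The paper names *Crabp1* and *Runx3* as tumour suppressors with a hypermethylated promoter. Here *Runx3* had such a DMR and *Crabp1* had no DMR in promoter or body. The paper's calls for these and for the core genes rest on reads counted over whole promoters, with a looser p-value limit. The DMRs rest on a rank test in windows of 500 bp, so a missing DMR does not contradict those calls. Of the hypermethylated core genes that the paper names as biomarkers, *Cdh4*, *Crabp1*, *Dbc1*, *Duox1*, *Hs3st2* and *Pcdh17* had no promoter DMR here, and neither the promoter at the 5' end of the gene nor those of all transcripts gave one. Counting the gene body, *Cdh4* and *Pcdh17* had a hypermethylated DMR.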

Other observations

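The tests of neighbouring DMRs against chance order, of copy number and of library series, and the simulations with an extra SD of 0.3 and 0.4, were chosen only after the result was seen, and the division of the tests on exons and on gene bodies into directions was made after the values were seen.

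The numbers of windows by signal and by ratio leave open which of them exceed chance. In 1 of 100 splits of the 11 samples, the real one, as many windows passed the criteria (15623, next 4784), but the windows were chosen with the real split, which makes this comparison void. In simulated windows without a difference and with counting error alone, chance order allowed up to 1650 windows with a mean of 1 rpm or more, against 550 observed (ratio 0.333), and the list held 0.309 times the most that chance allows under 0.5 rpm. With an extra spread between samples (SD of the natural log) of 0.1 and 0.2, chance allowed up to 4170 and 8190 windows with a mean of 1 rpm or more. Windows with a mean of 2 rpm or more were 42. Counting error alone gave 0 of these, and an extra SD of 0.1 allowed up to 510. Windows with a ratio of group means above 2 reached 0.645 times the most that chance allows with counting error alone, and less with more spread. Windows with a ratio above 3 were 243, which is 4.05 times the most that chance allows with an extra SD of 0 or 0.1. The same number was 1.52 times that most with 0.2, but 0.187 times with 0.3 and 0.0565 times with 0.4. From these counts real change and chance order cannot be told apart for any of these windows. The windows that did not pass were not used here, and the spread of unchanged windows was not measured. By bisulfite methods the paper found the listed change at most regions it tested, also in samples without MeDIP-seq. Those regions are a small part of the list.

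Chance order also gives as many hyper- as hypomethylated windows. The ratio of hypo- to hypermethylated windows was at most 1.04 in simulated windows and 1.89 in the list, an excess of 5444 windows or 30.8% of the list. Of neighbouring DMRs 500 to 2000 bp apart, 73.7% of 354 pairs changed the same way. Shuffled directions gave at most 62.7% in 1000 shuffles, and shuffles among DMRs with the same number of CpG sites at most 61.9%. The share was 85.3% within 500 bp and 60.4% at 10000 to 50000 bp, where shuffles reached at most 55.5%. Neither chance order nor shared CpG density accounts for this alone. A shared change of neighbouring regions may be biological, as a hypothesis.

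CpG density may account for the enrichment of hypermethylated windows in CpG islands (1.00 against windows with the same number of CpG sites) and in promoters (1.05), and for that of hypomethylated windows in exons (0.846). It leaves the enrichment of hypermethylated windows in exons (1.39). Likewise the CpG content of promoters leaves PRC2 targets with 2.64 times the genes of matched lists. A MeDIP signal grows with the number of methylated CpG sites, so where the antibody can detect a change was not separated from where change occurs.

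A copy number change in adenoma would move the input in the direction of the DMRs. The input ratio of Ad7 to N4 at hyper- over that at hypomethylated DMRs was 1.01, against MeDIP ratios of 1.56 and 0.604. For chromosome 18, which carries *Apc*, the input ratio over the median of the other autosomes was 0.957, where loss of a copy in all cells would give 0.5. In Ad7 this argues against both as the whole cause, and the other adenomas had no input. Loss in part of the cells stays open, as does chromosome X, where the input of Ad7 was 0.637 over N4 and 0.796 over B3, and that of N4 was 1.25 over B3. Of the DMRs on chromosome 18, 61.8% were hypomethylated, against 63.4% on the other autosomes.

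Chromosome X held 93 listed windows. At the rate of autosome windows with the same number of CpG sites, it would hold 652. With a single copy of X in males the minimum signal acts as if doubled. By the same matching this would leave 202, and the observed number was 0.461 of that. A single copy also raises the counting error and so costs calls, which this number leaves out. The 202 windows rest on an assumed single copy. At the 75 DMRs of chromosome X the input was 0.158 rpm in B3, 0.197 in N4 and 0.126 in Ad7. At the DMRs of all chromosomes other than 18 it was 0.181, 0.152 and 0.147 rpm. N4 lay above the latter, so the input does not show a single copy at these DMRs, which were selected by signal. A single copy and other causes cannot be told apart, and low mappability was not tested.

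In 4691 windows, 1 adenoma and 1 normal sample were out of order. The 2 samples came from the same library series 0.939 times as often as chance gives (1239 against 1320) and from the same animal 0.975 times as often. A shift shared by a series would keep its samples in order and lower the first number, so its effect and chance cannot be told apart here, where few pairs share a series. Ad6 was the adenoma in 1276 (1.36 times the expected number) and N6 the normal sample in 975 (1.25 times). Library series stays confounded with tissue for Ad7, the only sample of series 2.

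Of 1730 genes with at least 2 DMRs, 899 held both directions, fewer than the 994 to 1117 that shuffled directions gave. Chance placement of directions therefore does not account for the number, and DMRs of a gene tended to change the same way, like neighbouring DMRs.

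Genes with raised expression held a hypomethylated gene body DMR 1.67 times as often as genes of the same length, and a hypermethylated one 1.37 times as often. Genes with lowered expression held a hypermethylated one 1.30 times as often, so greater length is not the whole cause. For genes with lowered expression and a hypomethylated body the ratio was 0.937, and length may account for that overlap. Expression lists and methylation come from the same tissues, and whether change in cell composition links them was not tested.

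In normal intestine, APC Min samples differed from B6 samples by a median log2 of -0.02 at hypermethylated DMRs (exact permutation p = 1, where 0.1 is the smallest possible) and of -0.02 at hypomethylated DMRs (exact p = 0.4). The adenomas differed from normal samples by 0.56 and -0.65. APC Min samples lay towards adenoma at 45.6% and 54.4% of DMRs.

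Of the genes in the paper's lists of changed promoters, 105 of 405 hypermethylated (25.9%) and 121 of 441 hypomethylated ones (27.4%) had a promoter DMR of that direction here, and 0 and 1 had one of the other direction. Among regions the paper tested by other methods, the log2 ratio was 2.66 at *Onecut3*, 2.13 at *Plcd3*, 1.12 at *Vdr*, 1.11 at *Irx2*, -0.86 at *Fos* and -1.52 at *Dusp6*.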
